# Improved locomotor recovery after contusive spinal cord injury in *Bmal1*^−/−^ mice is associated with protection of the blood spinal cord barrier

**DOI:** 10.1038/s41598-020-71131-6

**Published:** 2020-08-26

**Authors:** Lukasz P. Slomnicki, Scott A. Myers, Sujata Saraswat Ohri, Molly V. Parsh, Kariena R. Andres, Julia H. Chariker, Eric C. Rouchka, Scott R. Whittemore, Michal Hetman

**Keywords:** Blood-brain barrier, Diseases of the nervous system, Spinal cord injury

## Abstract

The transcription factor BMAL1/ARNTL is a non-redundant component of the clock pathway that regulates circadian oscillations of gene expression. Loss of BMAL1 perturbs organismal homeostasis and usually exacerbates pathological responses to many types of insults by enhancing oxidative stress and inflammation. Surprisingly, we observed improved locomotor recovery and spinal cord white matter sparing in *Bmal1*^*−/−*^ mice after T9 contusive spinal cord injury (SCI). While acute loss of neurons and oligodendrocytes was unaffected, *Bmal1* deficiency reduced the chronic loss of oligodendrocytes at the injury epicenter 6 weeks post SCI. At 3 days post-injury (dpi), decreased expression of genes associated with cell proliferation, neuroinflammation and disruption of the blood spinal cord barrier (BSCB) was also observed. Moreover, intraspinal extravasation of fibrinogen and immunoglobulins was decreased acutely at dpi 1 and subacutely at dpi 7. Subacute decrease of hemoglobin deposition was also observed. Finally, subacutely reduced levels of the leukocyte marker CD45 and even greater reduction of the pro-inflammatory macrophage receptor CD36 suggest not only lower numbers of those cells but also their reduced inflammatory potential. These data indicate that *Bmal1* deficiency improves SCI outcome, in part by reducing BSCB disruption and hemorrhage decreasing cytotoxic neuroinflammation and attenuating the chronic loss of oligodendrocytes.

## Introduction

Contusive spinal cord injury (SCI), which represents most clinical SCI cases, involves the primary injury and a secondary injury cascade that progresses hours to months post-SCI^1^. Secondary injury is mediated by multiple pathophysiological mechanisms, exacerbating the injury and leading to greater functional loss^1^. In thoracic contusive SCI, functional deficits are driven by white matter (WM) damage^2^. Acute loss of axons and oligodendrocytes (OLs), neuroinflammation, protracted loss of OLs and insufficient myelin repair are major, functionally meaningful components of the SCI-associated WM damage^3^. Oxidative stress is a major contributor to WM injury by driving neurotoxic neuroinflammation and directly causing OL death^4,5^. SCI-activated inflammatory cells including microglia/macrophages are a major source of reactive oxygen species (ROS) and pro-oxidant cytokines that kill OLs^3,4,6^. At least in rodents, lost OLs are robustly replaced by OL precursor cell (OPC)-mediated oligodendrogenesis^3^. However, in spared white matter of the injury epicenter region, lower OL numbers persist chronically while new myelin does not support full recovery of axonal function^7,8^. SCI-associated hemorrhage and disruption of the blood-spinal cord barrier (BSCB) provide major stimuli that: (i) initiate/potentiate neuroinflammation and oxidative stress, (ii) promote axonal regeneration-inhibitory scarring, (iii) impair axonal repair and OL differentiation, and (iv) increase OPC proliferation^3,9,10^.

Transcription factors (TFs) including NFκB and NRF2/NFE2L2 are key regulators of inflammation and oxidative stress response^11,12^. After SCI, NFκB drives expression of pro-inflammatory genes and its inhibition improves outcome of contusive SCI^13^. NRF2 mediates expression of anti-oxidant enzymes in response to oxidative stress and opposes the pro-inflammatory activity of NFκB^11,12^. After contusive SCI, WM sparing (WMS) and functional recovery are enhanced by pharmacological activation of NRF2 while its genetic deletion has opposite effects^14,15^.

Aryl hydrocarbon receptor nuclear translocator like (ARNTL)/brain and muscle ARNT-like 1 (BMAL1) is a basic helix loop helix TF that together with its partners CLOCK or NPAS2 mediates circadian oscillations of gene expression^16^. The genes for core components of the circadian oscillator pathway (the clock pathway) including the TFs *Per1/2*, *Cry1/2, Dbp1* and *Nr1d1/2* are targets of BMAL1:CLOCK/NPAS2 heterodimers. Other target genes are tissue-specific and underlie circadian oscillation of metabolism, immunity/inflammation and anti-oxidant defenses^11,17–20^.

The clock pathway is active in most cells throughout the body and undergoes circadian entrainment by external time cues such as light or feeding^16^. While the suprachiasmatic nucleus (SCN) imposes central circadian rhythmicity throughout the body, local activity of the clock pathway determines homeostasis and injury responses by regulating genes in a tissue-specific manner^21^. BMAL1 is the only non-redundant component of the positive arm of the clock pathway^16^ and its deletion affects inflammation^11,22–26^, anti-oxidant defenses^11,20^, hemostasis^27–29^ and vascular function^30^. Consequently, loss of BMAL1 is usually pro-pathogenic. Germ line *Bmal1* knock out (KO) mice show accelerated aging^31^. Germ line-, or various cell type-specific, *Bmal1* KOs worsened outcome in several disease models including high fat diet-induced obesity and atherosclerosis^22,25,32^, cardiac hypertrophy^33^, sepsis^22–24^, alcohol-induced liver disease^34^, multiple sclerosis-like experimental autoimmune encephalomyelitis (EAE)^26^, and Alzheimer’s disease-like β-amyloidosis^35^. Enhanced acute toxic injury of endothelial cells (ECs) or neurons was also reported^20,36^.

Pro-homeostatic and injury-adaptive effects of BMAL1 are mediated by its regulatory contributions to TF networks that co-ordinate metabolism, innate or adaptive immunity as well as response to stress. BMAL1 opposes NFκB-mediated positive regulation of various pro-inflammatory mediators including the SCI-induced chemokine CCL2^19,22^. In addition, it directly stimulates expression of NRF2, thereby attenuating NFκB- and HIF1α-mediated, pro-neuroinflammatory gene expression in macrophages^11^. In neurons, BMAL1 co-activates NRF2 target genes, increasing resistance to oxidative stress^20^. Therefore, loss of *Bmal1* could worsen the outcome of contusive SCI by enhancing oxidative stress and neuroinflammation. The current study was designed to test such a possibility by determining the extent and potential mechanism(s) underlying functional recovery after T9 moderate contusive SCI in *Bmal1*^*−/−*^ mice.

## Results

### The clock pathway is dysregulated acutely after SCI

TFs that form the clock pathway are by themselves regulated at the transcriptional level^16^. Therefore, mRNA levels for several components of the clock pathway were determined in a 5 mm segment of the contused spinal cord tissue spanning the injury epicenter and penumbra. Expression of *Bmal1* was up at 6 and 24 h after SCI (Fig. 1a). Other clock pathway genes that are directly regulated by BMAL1 were also affected. Mediators of the fast feedback inhibition of BMAL1 *Cry1* and *Per1* were up at 6, but not 24 h, post-injury (Fig. 1a). Conversely, the BMAL1 target gene *Dbp1* displayed the opposite trend which reached significance 24 h after SCI while *Nr1d1* mRNA levels were unchanged (Fig. 1a). Those findings suggest SCI associated dysregulation of the clock pathway.

**Figure 1:**
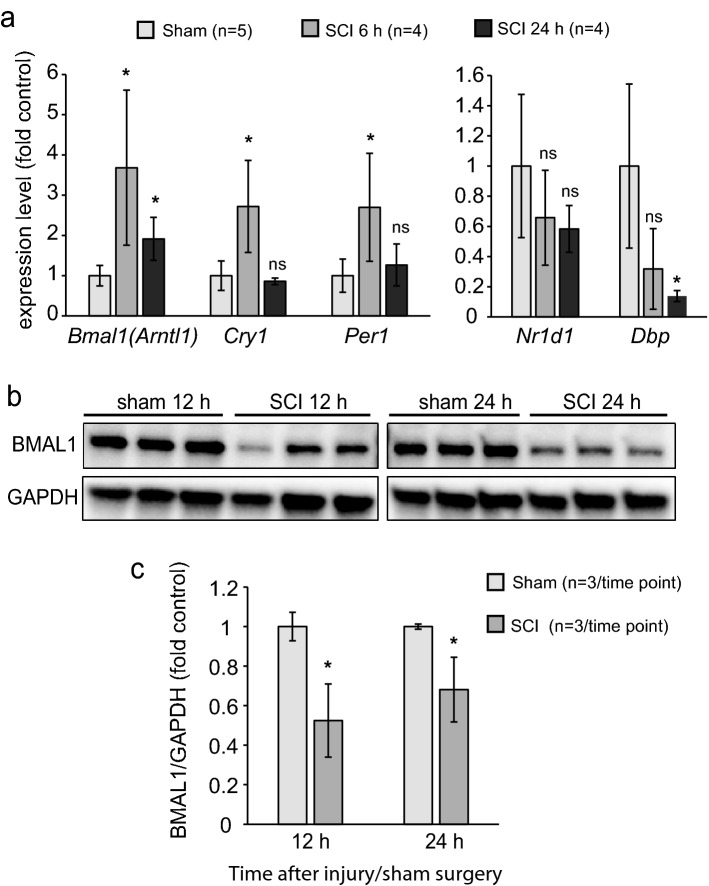
Acute dysregulation of the clock pathway in the contused spinal cord. WT female mice were subject to SCI (T9 IH contusion, 50 kdyn) or sham surgery and sacrificed at the indicated times. Total RNA (**a**) or proteins (**b**, **c**) were extracted from a 5 mm spinal cord segment that included the injury epicenter and the penumbra. (**a**) Expression of the clock pathway genes was analyzed by qPCR. Sham controls sacrificed at 6 (n = 2) or 24 h (n = 3) were pooled together as they showed little variability for the tested Clock pathway transcripts. After SCI, *Bmal1* and its target genes *Cry1* and *Per1* were upregulated. However, two other BMAL1 target genes *Dbp1* and *Nr1d1* showed an opposite trend or no change, respectively. (**b**, **c**) Western blot analysis revealed reduced levels of BMAL1 protein. Untrimmed western blot images are shown in Supplementary Fig. S10. Data are mean ± SD (*p < 0.05; ns, p > 0.05, *u*-test).

This dysregulation was accompanied by reduced expression of BMAL1 protein that at 24 h after injury showed 65% of sham control values as determined by western blot analysis (Fig. 1b,c). Acute loss of neurons in the injury epicenter is a likely contributor to such a decline as immunofluorescence analysis showed strong neuronal BMAL1 signal in sham control spinal cord tissue or the injury penumbra region (Figs. 2, 3). Therefore, to avoid confounding effects of acute cell loss, identification of spinal cord cells that express BMAL1 was performed in the penumbra 0.5–1.0 mm rostral from the injury epicenter. At 24 h after sham surgery or SCI, nuclear BMAL1 immunofluorescence was observed in cells throughout the grey matter (GM) and the WM with GM neurons showing the strongest signal (Figs. 2, 3, Supplementary Figs. S1–S5). In the WM, BMAL1 was expressed in CC1^+^ OLs and GFAP^+^ astrocytes (Fig. 2, Supplementary Figs. S3, S4). In the GM, NeuN^+^ neurons showed a strong BMAL1 staining and BMAL1^+^ astrocytes were also ubiquitous (Fig. 2, Supplementary Figs. S2, S3). In sham samples, GM OLs were BMAL1^+^, but their identification after SCI was not possible due to the appearance of a positive CC1 signal in neurons (Supplementary Fig. S4). Occasional PECAM^+^/BMAL1^+^ endothelial cells (ECs) were also observed in WM and GM (Figs. 2, 3, Supplementary Fig. S5). IBA1^+^ microglia/macrophages did not express detectable BMAL1. Hence, SCI-associated dysregulation of the clock pathway may occur in various types of spinal cord cells including neurons, astrocytes, OLs, and ECs.

**Figure 2:**
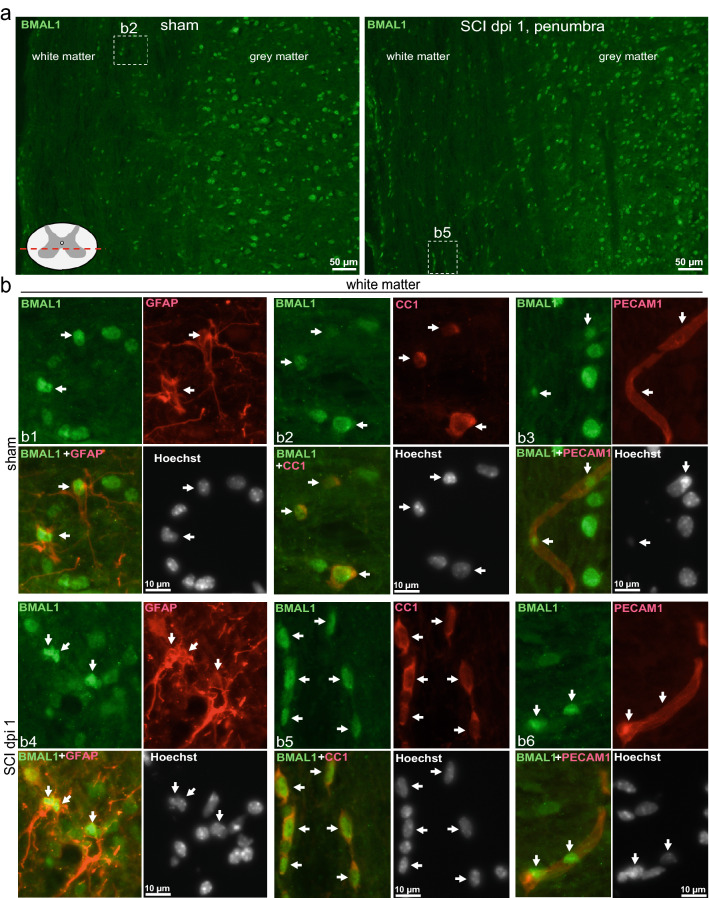
Expression of BMAL1 in white matter cells. Sham or SCI mice were killed at ZT 3–5. Co-immunostaining for BMAL1 and the indicated cell type-specific markers were performed on longitudinal (coronal) sections that included the injury epicenter and penumbral regions; nuclei were counterstained with Hoechst-33258. The specificity of the BMAL1 signal was validated by showing its loss in *Bmal1*^*−/−*^ spinal cord tissue or after replacing the anti-BMAL1 antibody with a control IgG (Supplementary Fig. S1). As acute cell loss in the injury epicenter may affect identification of BMAL1-expressing cells, all images from SCI animals depict the penumbral region (0.5–1 mm rostral from the injury epicenter). (**a**) Nuclear BMAL1 signal is present in numerous cells throughout the grey and white matter with similar patterns in sham and SCI mice. The sectioning level is indicated by the red line. The images depict the ventral horn grey matter and the ventrolateral white matter after co-staining for BMAL1 and the OL marker CC1. Position of high power images that are shown in (**b**) is indicated. (**b**) High power images of BMAL^+^ white matter cells that were co-stained for the OL marker CC1, the astrocyte marker GFAP and the EC marker PECAM1. Arrows point double positive cells. All co-immunostainings were done on adjacent sections that were cut as in (**a**); low power images are shown in Supplementary Figs. S2–S5. The images represent analysis of 3 sham and 3 SCI WT female mice.

**Figure 3:**
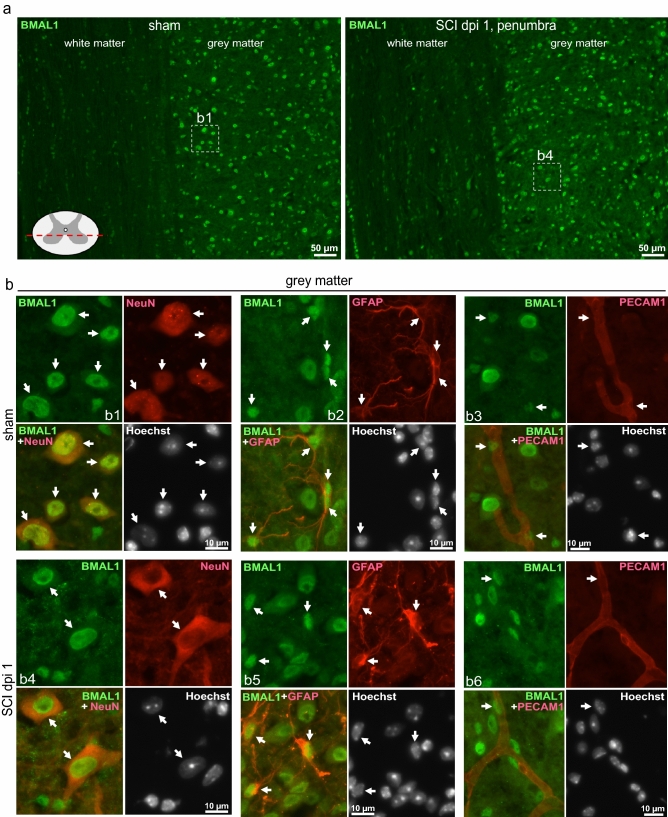
Expression of BMAL1 in grey matter cells. Animals, co-immunostaining and imaging were as described for Fig. 2. (**a**) Representative images of BMAL1 signal in the ventral horn grey matter and the ventrolateral white matter after co-staining for the neuronal marker NeuN. The sectioning level is indicated by the red line. The position of higher power images that are shown in (**b**) is indicated. (**b**) High power images of BMAL^+^ grey matter cells that were co-stained for the neuronal marker NeuN, the astrocyte marker GFAP and the EC marker PECAM1. Arrows point double positive cells. All co-immunostainings were done on adjacent sections that were cut as in (**a**); low power images are shown in Supplementary Figs. S2–S5.

### Improved locomotor function after SCI in *Bmal1*^*-/-*^ mice

To evaluate the role of BMAL1 in SCI pathogenesis, *Bmal1*^*−/−*^ mice were used. Relative to WT at 3 days post injury (dpi), contused *Bmal1*^*−/−*^ spinal cord tissue had undetectable *Bmal1*, and reduced *Nr1d1* and *Dbp1* mRNAs, confirming disruption of the clock pathway (Fig. 4a). Malfunction of the clock pathway fast feedback inhibition loop is suggested by increased *Cry1* mRNA (Fig. 4a). Surprisingly, *Bmal1*^*−/−*^ mice showed markedly improved locomotor recovery (Fig. 4b). Final BMS scores at dpi 42 were 6.05 ± 1.01 and 4.46 ± 1.05 for *Bmal1*^*−/−*^ and WT animals, respectively. That score difference represents major locomotor improvements including the presence of weight bearing, coordinated, plantar stepping in *Bmal1*^*−/−*^ mice^37^. Importantly, increased WMS was observed at the injury epicenter of *Bmal1*^*−/−*^ mice (Fig. 4c, d). Therefore, enhanced post-SCI recovery of hindlimb function in *Bmal1*^*−/−*^ mice is likely mediated by WM protection as shown previously in contusive T9 SCI^2^.

**Figure 4:**
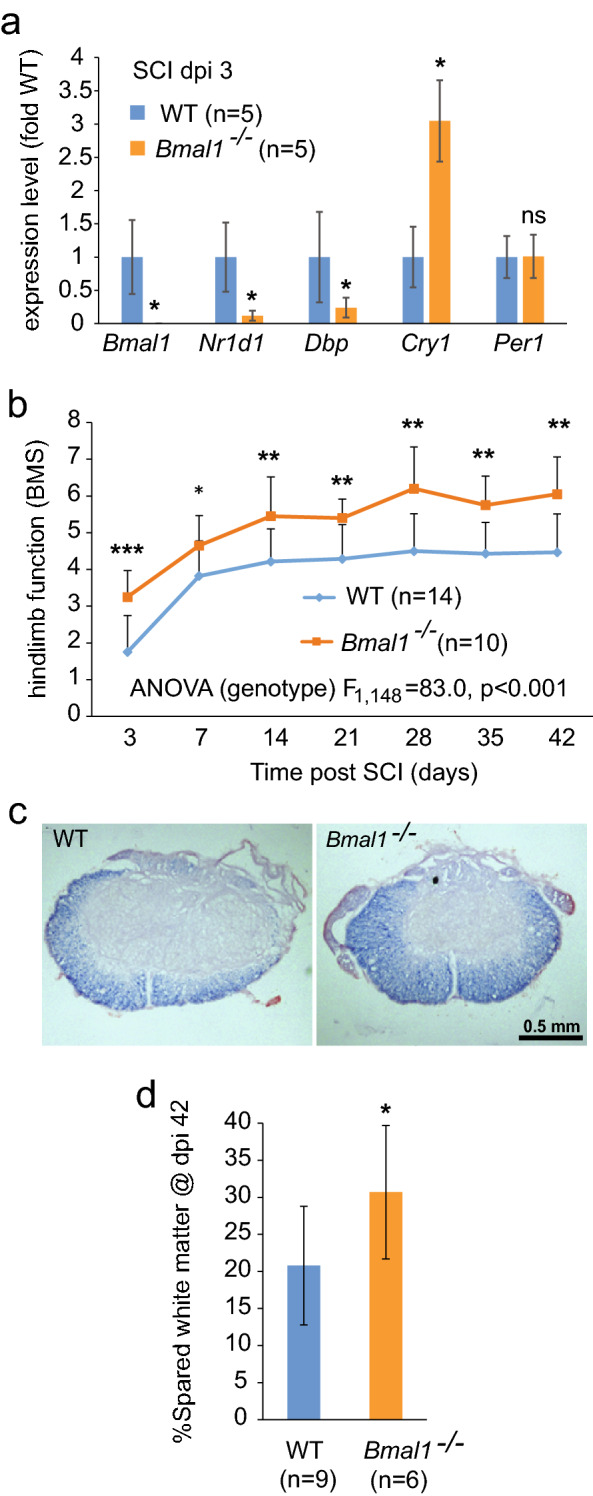
Improved locomotor recovery and increased white matter sparing (WMS) in *Bmal1*^*−/−*^ mice with SCI. (**a**) WT and *Bmal1*^*−/−*^ mice (M:F = 1:4 in each group) underwent SCI and were killed on dpi 3. Clock pathway transcripts were analyzed in the injury epicenter/penumbra region by qPCR. In *Bmal1*^*−/−*^ mice, *Bmal1* mRNA was undetectable while *Nr1d1* and *Dbp1* mRNAs were reduced and *Cry1* upregulated. (**b**) WT (M:F = 7:7, including 3 KO littermates) and *Bmal1*^*−/−*^ (M:F = 3:7) mice underwent SCI. BMS analysis of hindlimb function revealed improved chronic recovery in the *Bmal1*^*−/−*^ group. (**c**, **d**) WMS analysis was performed on spinal cord tissue collected after completion of the last BMS assessment on dpi 42 (WT M:F = 5:4, *Bmal1*^*−/−*^ M:F = 2:4). (**c**) Representative images of eriochrome cyanine (EC)-stained transverse sections through the injury epicenter. Note the destruction of EC-stained myelin in the dorsal column area and its relative sparing in the ventral white matter. (**d**) In the injury epicenter, quantification of EC^+^ myelin signal revealed increased white matter sparing in *Bmal1*^*−/−*^ mice. Data are the mean ± SD; *p < 0.05, **p < 0.01, ***p < 0.001—*u*-test in (a, d), RM ANOVA with Tukey post*-hoc* tests in (**b**) (factor 1, genotype: F_1,148_ = 83.0, p < 0.001; factor 2, time of recovery: F_6,38_ = 27.5, p < 0.001; factor 1 × factor 2: F_6,38_ = 0.59, p > 0.05). No significant gender effects were observed when sex was included as an additional factor in BMS data analysis (gender: F_1,133_ = 0.02, p > 0.05, gender x genotype: F_1,133_ = 0.77, p > 0.05, gender x genotype x time of recovery: F_6,35_ = 0.64, p > 0.05).

### Attenuated loss of OLs in *Bmal1*^*−/−*^ mice

Increased WMS may be a result of reduced loss of OLs and/or attenuated loss of axons. After mouse contusive SCI, most OLs are lost in the injury epicenter at 24 h post-SCI^38^. However, *Bmal1*^*−/−*^ and WT mice showed similar declines in epicenter OL-specific mRNAs at dpi 3 (Fig. 5a). Similar declines of neuronal mRNAs suggested no effects of *Bmal1* deletion on acute loss of neurons either (Fig. 5a).

**Figure 5:**
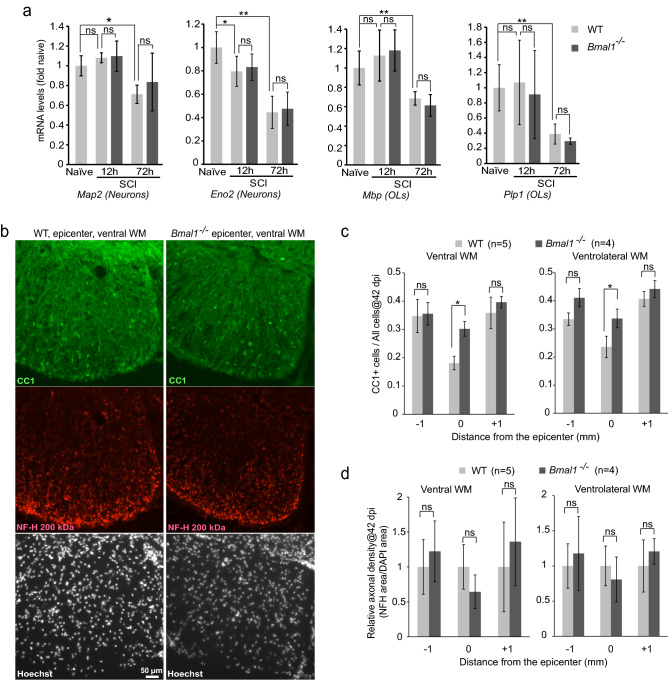
Decreased SCI-associated OL loss in *Bmal1*^*−/−*^ mice. (**a**) SCI WT and *Bmal1*^*−/−*^ mice were as described for Fig. 4a (n = 5/genotype). Naïve WT controls received the same treatment as SCI mice except surgery and were killed after 3 days (n = 5, M:F = 2:3). Expression of mRNAs specific for OLs or neurons was analyzed by qPCR. Both OL and neuronal markers declined at dpi 3, indicating acute loss of those cells. Similar declines in WT and *Bmal1*^*−/−*^ mice suggest no effects of the *Bmal1*^*−/−*^ genotype on acute loss of OLs or neurons. (**b–d**) SCI WT and *Bmal1*^*−/−*^ mice were as described for Fig. 4b (WT M:F = 2:3 including 3 KO littermates, *Bmal1*^*−/−*^ M:F = 1:3). At dpi 42, after completion of the last BMS evaluation, mice were sacrificed. Transverse sections were co-immunostained to detect OLs (CC1) and axons (anti-NFH); cell nuclei were counterstained with Hoechst-33258. (**b**) Representative images of that staining in the ventral WM. (**c**) In the ventral and ventrolateral WM at the injury epicenter, the decline of OL density (CC1^+^/Hoechst^+^ cells) was attenuated in *Bmal1*^*−/−*^ mice suggesting reduced chronic loss of OLs (RM ANOVA, factor: genotype, F_1,7_ = 10.245 or 26.026, p < 0.05 for ventral or ventrolateral WM, respectively). (**d**) Relative axonal density (defined as NFH staining area to Hoechst staining area normalized to WT) was unaffected. (RM ANOVA, factor genotype, F_1, 7_ = 0.0786 or 0.123, p > 0.05 for ventral or ventrolateral WM, respectively). Data in (**a**, **c**, **d**) are means ± SD (*p < 0.05; **p < 0.01, ns, p > 0.05, *u*-test in (**a**), Tukey post*-hoc* tests in (**c**, **d**).

As OL loss continues beyond dpi 3, leading to maximum decline of OL number in the epicenter region at 4 weeks after injury^7,38,39^, the relative content of OLs was quantified in the injured spinal cord of *Bmal1*^*−/−*^ and WT mice at dpi 42. This analysis focused on the ventral and ventrolateral WM that in rodents are the principal anatomical substrates of hindlimb function recovery^40,41^. The OL fraction, defined as % CC1^+^/Hoechst 33258-stained cells, declined in the injury epicenter as compared to sections 1 mm rostral or caudal from that region (Fig. 5b,c). Consistent with a previous report^7^, WT mice showed a 40–50% decline of relative OL content (Fig. 5b,c). Those decreases were reduced to 20–25% in *Bmal1*^*−/−*^ mice (Fig. 5b,c). Therefore, BMAL1 deficiency attenuated the chronic SCI-induced loss of OLs. Such an effect could reflect decrease in protracted OL death and/or increased OL replacement that both influence WM OL content after SCI^3^.

Conversely, in the ventral/ventrolateral WM, relative axonal density was unaffected (Fig. 5b,d). These findings indicate that greater locomotor recovery in *Bmal1*^*−/−*^ mice is likely due to reduced OL loss and the associated improvement in axonal function rather than primary protection of axons. As small increases in axonal sparing may have remarkable effects on locomotion^3^, it is still possible that functionally meaningful axonal sparing occurred in KOs but was not detected.

### SCI transcriptome changes in *Bmal1*^*−/−*^ mice after SCI suggest attenuated BSCB disruption and reduced neuroinflammation

RNASeq analysis provided further insight into potential BMAL1 contributions to SCI pathogenesis. 

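RNA of the contused T9 segment at dpi 3 was sequenced from 3 mice labelled *Bmal1*-/- (2 females and 1 male) and 4 WT mice (2 females and 2 males), with 1 library per mouse. The paper counts 1 of the WT mice as a KO littermate and does not identify it. It states that WT controls were bought where littermates were not available. Genotype and origin of the mice can therefore not be fully separated here. The authors made stranded poly-A libraries, aligned the reads to GRCm38 with Tophat2 and counted them per gene with HTSeq. They deposited the counts without normalization. The paper's text does not name the annotation release or the strand setting of the counting, so genes that overlap an antisense gene are uncertain. The libraries labelled *Bmal1*-/- held 39889206, 44096737 and 39955366 counts for replicates 1, 2 and 3. The WT libraries held 38529644, 38531581, 39455185 and 39363694 counts for replicates 1 to 4. The paper reports 50185248 to 57727458 raw reads per sample, while the values given here use the counted reads. The genotypes were compared with edgeR's quasi-likelihood test after TMM normalization, over the 15743 of 21965 genes that passed its filter on low counts. Levels are given as CPM, the counts scaled by library size and the TMM factors. The choice of test, a block for replicate number and the inclusion of single libraries moved the numbers most, and with the block no gene passed. The replicate numbers do not pair the libraries. The block fits a separate level for each number and leaves WT replicate 4 without a partner, which costs power. Its lack of calls is therefore not evidence against a difference. WT replicate 3 lay apart from the other WT libraries on the first 2 principal components. The targeted gene, *Arntl* (ENSMUSG00000055116), encodes BMAL1 and lies on chromosome 7 of GRCm38 from 113207465 to 113314126. It was counted at 24.1, 24.2 and 22.5 CPM in the libraries labelled *Bmal1*-/-. In the WT libraries it was counted at 14.7, 15.3, 11.9 and 13.4 CPM. The means were 23.6 ± 0.94 (SD, n = 3) and 13.8 ± 1.50 (SD, n = 4), a log2 fold change of 0.77 (standard error 0.10, adjusted p = 0.0155 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change was 0.71 to 0.82 with each library left out, and the call was lost without any 1 of the libraries labelled *Bmal1*-/- and without WT replicate 4. The gene count was therefore higher in the libraries labelled *Bmal1*-/-, and an antisense gene overlaps *Arntl*. The paper's Table S1 also lists the gene as higher, at 0.74. A count per gene cannot show whether the targeted part of the transcript is missing, so it does not test the label. The paper's qPCR, with primers in exons 5 to 8, found no *Bmal1* mRNA in other *Bmal1*-/- mice at dpi 3. It also found lower *Nr1d1* and *Dbp* and higher *Cry1*, the directions seen here. The labels are used as given, and every direction below is that of the libraries labelled *Bmal1*-/- relative to WT. The Y chromosome gene *Ddx3y* had 1736 to 2372 counts in the 3 libraries of males and 0 to 22 counts in the 4 libraries of females.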

Compared to WT, there were 874 KO-downregulated and 578 upregulated genes in the lesion site at dpi 3 (q < 0.05, Fig. 6a, Supplementary Table S1). 

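With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 144 genes were lower and 103 were higher in the libraries labelled *Bmal1*-/- at an adjusted p under 0.05. All 247 had 3 values on one side of the 4 WT values. Of the 15743 genes tested, 4230 (26.9%) had groups that did not overlap, where chance gives 5.71%. The test moved these counts most among the settings with all 7 libraries and no block. DESeq2's default Wald test gave 922 lower and 573 higher genes, and the 247 genes were among them. Single libraries also decided the counts. Without WT replicate 3 there were 439 lower and 291 higher genes, and without *Bmal1*-/- replicate 1 there were 27 and 30. Lower genes made up 58.3% of the calls, and 43.8% once the trend with GC content and gene length was removed in each library, a correction chosen after seeing the data. The largest rise was that of *Igfbpl1*, from 1.16 ± 0.30 CPM (SD, n = 4) in WT to 76.9 ± 26.2 (SD, n = 3), a log2 fold change of 6.05 (standard error 0.32). *C2cd4b*, *Trim34b*, *Tbx10*, *Slc5a8*, *Spon2*, *Scube3*, *Npas2*, *Fabp7* and *Sctr* followed, with log2 fold changes from 5.23 for *C2cd4b* to 2.46 for *Sctr*. *Fabp7* was the most abundant of them, with 962 ± 127 CPM (SD, n = 3) in the libraries labelled *Bmal1*-/-. The largest falls were those of *Trim12a*, *Gvin1*, *Trim30d*, *Myoc*, *Xirp2*, *Nat8*, *Atp2a1*, *Gkn3*, *Ckm* and *Trim5*. *Trim12a* had 0 to 3 counts in the libraries labelled *Bmal1*-/- and 293 to 381 in WT, at least 118-fold lower. *Gvin1* had no count in the libraries labelled *Bmal1*-/- and 19 to 28 in WT, at least 7.87-fold lower. The *Trim* genes are close paralogs whose reads the counting can lose or split, so their changes are uncertain. *C2cd4b*, *Scube3*, *Myoc*, *Xirp2*, *Atp2a1*, *Ckm* and *Trim5* each overlap another gene and are uncertain for that reason. *Myoc*, *Xirp2*, *Nat8*, *Gkn3* and *Ckm* each lost their call in at least 2 of the 7 fits that left out 1 library.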

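A change of more than 0.5 on the log2 scale was reached by 131 lower and 80 higher genes in the libraries labelled *Bmal1*-/-. Without WT replicate 3 these counts were 334 and 163, and without *Bmal1*-/- replicate 1 they were 27 and 30. DAVID's GO terms were not used here. Over-representation among the genes beyond 0.5 was tested on 31 gene lists with Fisher's exact test, one-sided in each direction with the smaller p doubled, against all genes tested. After Benjamini-Hochberg adjustment over the lists, 7 lists passed 0.05. They included 18 skeletal muscle genes, of which 14 were among them, and 20 clock genes, of which 10 were. Lists for the S and G2/M phases of the cell cycle did not pass, with 1 of 43 and 2 of 54 genes among them. Those were *Gins2* for S phase and *Ckap2* and *Hmmr* for G2/M, named after their values were seen. DESeq2's default test gave 689 lower and 261 higher genes beyond 0.5, and over-representation among those was not tested. The S and G2/M result therefore does not test the paper's enrichment, which used its own DESeq2 calls.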

The highly regulated genes (Log2FC < − 0.5 or > 0.5) were enriched for Gene Ontology terms (GOs) associated with cell proliferation, angiogenesis, inflammation and circadian rhythms (Fig. 6b, q < 0.1). The “circadian regulation of gene expression” was the only significantly enriched GO among the upregulated genes (Fig. 6c). 

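Of 20 clock genes listed before the data were examined, 5 were higher and 6 were lower in the libraries labelled *Bmal1*-/- at an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, 17 passed. *Npas2* rose from 9.99 ± 2.23 (SD, n = 4) to 61.4 ± 6.65 CPM (SD, n = 3). Its log2 fold change was 2.62 (standard error 0.19, adjusted p = 0.00092 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Cry1* rose by 1.58 (standard error 0.09) and *Clock* by 0.48 (standard error 0.07) on the log2 scale. *Nr1d2* fell from 73.7 ± 10.9 (SD, n = 4) to 11.5 ± 1.75 CPM (SD, n = 3), a log2 fold change of -2.68. *Nr1d1*, *Per3*, *Dbp*, *Ciart* and *Bhlhe40* also fell, with log2 fold changes of -2.51, -2.21, -1.85, -1.29 and -0.67. *Per2* (0.54, adjusted p = 0.0688), *Cry2* (0.58, adjusted p = 0.0932) and *Per1* (0.27, adjusted p = 0.143) were higher in each library labelled *Bmal1*-/- than in each WT library but did not pass in the same edgeR test. *Cry2* and *Per2* passed without WT replicate 3. *Clock* lost its call in 5 of the 7 fits that each left out 1 library, with log2 fold changes from 0.44 to 0.52. *Bhlhe40* lost it without *Bmal1*-/- replicate 1 or 3 or WT replicate 2 (-0.71 to -0.61), and *Ciart* without *Bmal1*-/- replicate 1. A Reactome list of circadian clock genes had a median log2 fold change of 0.08, with an adjusted p of 0.0344 from limma's camera test, and its median was 0.050 without *Bmal1*-/- replicate 3. *Nr1d1*, *Dbp*, *Bhlhe40* and *Cry2* each overlap a gene on the opposite strand.

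**Figure D1:**
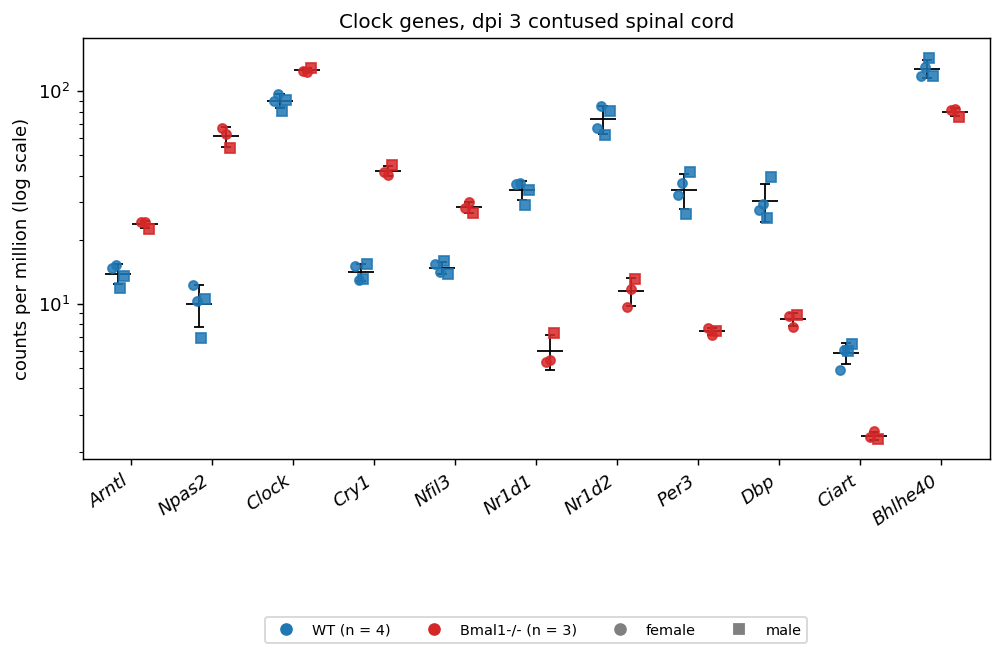
CPM (log scale) of 11 clock genes called between the genotypes, with 1 point per library, circles for females, squares for males, and bars for the mean ± SD. The 3 *Bmal1*-/- points and the 4 WT points of each gene do not overlap, and *Arntl* sits at 22.5 to 24.2 against 11.9 to 15.3.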

GOs linked to cell proliferation, angiogenesis and inflammation were enriched among the downregulated genes (Fig. 6c). 

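Lists of genes were tested as sets with limma's camera, at a preset correlation of 0.01 between genes and with Benjamini-Hochberg adjustment over 31 lists. With it, 20 lists were lower and 3 were higher in the libraries labelled *Bmal1*-/-. The test moved this most. With the correlation estimated from the data none passed, with 2 at an unadjusted p under 0.05. With fry 3 passed, namely the genes of Fig. 6g, the skeletal muscle genes and the Reactome list for striated muscle contraction. The study chose the genes of Fig. 6g as lower in the same samples, so their pass is not independent evidence. Of the 35 splits of the 7 libraries into 3 and 4, 5 called as many lists, the real one included. No list for angiogenesis was used here. Reactome's interferon gamma signaling genes had a median log2 fold change of -0.24 (adjusted p = 2.4e-05 from camera), and 59 of 74 were lower. That list holds *Trim* paralogs near *Arntl*. For interferon alpha/beta signaling 11 of 12 genes were lower, with a median of -0.19 (adjusted p = 0.0081 from camera), or -0.12 without WT replicate 3.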

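In limma's camera test, 50 of 54 genes of the G2/M phase were lower in the libraries labelled *Bmal1*-/-, with a median log2 fold change of -0.87 (adjusted p = 4.7e-17). For the S phase, 41 of 43 genes were lower, with a median of -0.70 (adjusted p = 5.0e-16). Neither list passed with fry. Leaving out each library in turn gave medians from -1.00 to -0.64 for G2/M and from -0.80 to -0.50 for S, the smallest of them without WT replicate 3. Adjusted over the list alone, 43 of the G2/M genes and 35 of the S genes passed 0.05. The mean log2 level of the S phase genes was lower in each library labelled *Bmal1*-/- than in each WT library (exact permutation test, two-sided p = 0.0286, the smallest that 3 against 4 allow, or 0.102 after Benjamini-Hochberg adjustment over the lists). For the G2/M genes the mean log2 level was also lower in each, with a difference of -0.71 between the group means, but the same permutation test did not pass 0.05 (exact p = 0.0571, or 0.102 adjusted over the lists). Reactome's wider lists moved less, with medians of -0.13 for cell cycle, -0.17 for DNA replication and -0.09 for DNA repair. These became -0.080, -0.077 and -0.050 without WT replicate 3.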

Cell proliferation-related GOs showed maximum enrichment (i.e. lowest q values, Fig. 6c). These findings suggest that loss of *Bmal1* reduces post-injury cell proliferation that may be linked to neuroinflammation, angiogenesis, OL replacement, and/or scar formation.

Further deconvolution of potential KO-associated anti-pathogenic mechanisms was achieved by analyzing KO effects on cell type-enriched transcripts from previously published cell specific transcriptomes (Fig. 6d,e). Those included the top 1,000 highest expressed genes in macrophages from contused thoracic mouse spinal cord at dpi 3, top 500 genes enriched specifically in uninjured mouse brain microglia, myelinating as well as newly formed OLs, astrocytes, and neurons, or 467 mouse brain EC-specific transcripts, or 260 mouse brain pericyte (PC)-specific transcripts^42–45^ (see “Materials and methods” for details). Extensive overlaps exceeding 50 genes were observed for astrocytes and vascular cells (EC/PC) encompassing 8.8 or 8.6% KO-regulated genes, respectively. *Bmal1*^*−/−*^ associated downregulation was the dominant trend for EC/PC (PC: 38 down, 4 up; EC: 22 down, 7 up) while similar numbers of astrocyte-specific transcripts were down- or upregulated (41 or 32, respectively, Fig. 6d). 

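The published cell type lists were not used here, and shorter marker lists written before the data were examined took their place. Of 21 EC genes, 18 were lower in the libraries labelled *Bmal1*-/-, with a median log2 fold change of -0.45 (adjusted p = 0.00015 from limma's camera). The median was -0.28 without WT replicate 3. The list did not pass with fry. Of 10 pericyte genes, 6 were lower and 4 higher, with a median of -0.25 (adjusted p = 0.381 from camera), or -0.12 without *Bmal1*-/- replicate 3. Of 13 astrocyte genes, 5 were lower and 8 higher, with a median of 0.32 (adjusted p = 0.227 from camera), or 0.16 without WT replicate 3.

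**Figure D2:**
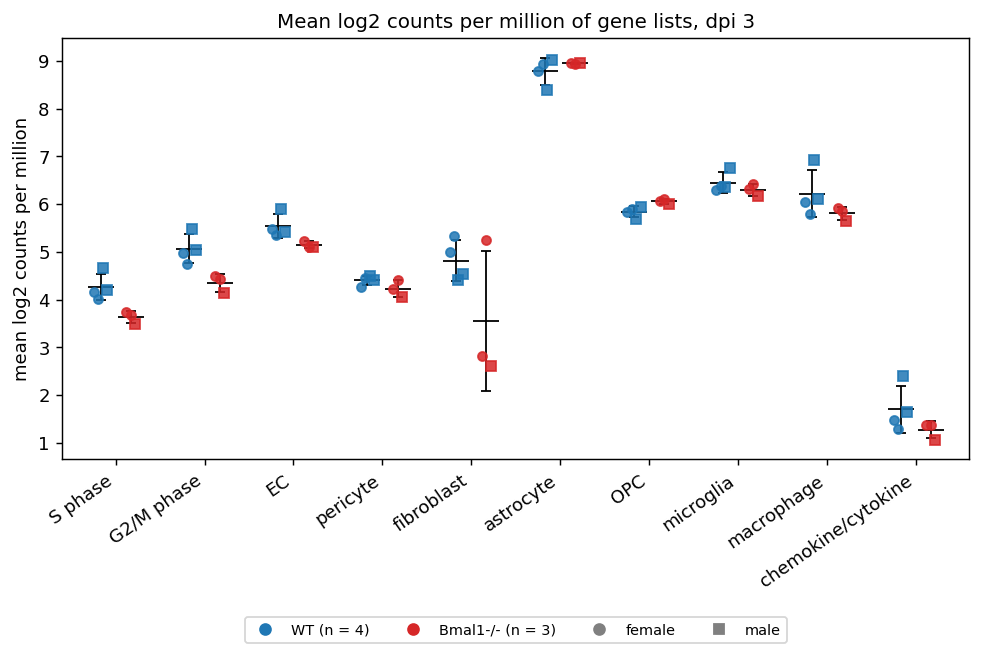
Mean log2 CPM of 10 gene lists, with 1 point per library, circles for females, squares for males, and bars for the mean ± SD. The S phase points of the 3 *Bmal1*-/- libraries lie between 3.49 and 3.73 and those of WT between 4.02 and 4.65, while the fibroblast points run from 2.61 to 5.24 within *Bmal1*-/-.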

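Of the 21 EC marker genes, 1 passed an adjusted p of 0.05 in the libraries labelled *Bmal1*-/- against WT. It was *Cdh5*, named after its value was seen, with a log2 fold change of -0.85 (standard error 0.15, adjusted p = 0.0466 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call held in 1 of the 7 fits that each left out 1 library, the fit without WT replicate 3, with log2 fold changes from -0.94 to -0.72 over the 7. In all, 9 of the EC genes had an unadjusted p under 0.05. None of the 10 pericyte genes passed, and 5 had an unadjusted p under 0.05. Adjusted over the list alone, 1 EC gene and 4 pericyte genes passed. The mean log2 level of the EC genes was 5.15 ± 0.07 (SD, n = 3) against 5.54 ± 0.25 (SD, n = 4), which was not past 0.05 (exact permutation test, two-sided p = 0.0571, or 0.102 after Benjamini-Hochberg adjustment over the lists).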

The predominant downregulation for the identified vascular cell transcripts is unlikely related to changes in cell number as vast portions of EC/PC transcriptomes (> 90%) were expressed at similar levels in WT and *Bmal1*^*−/−*^ spinal cords. 

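None of the 13 astrocyte marker genes differed between the libraries labelled *Bmal1*-/- and WT at an adjusted p under 0.05, over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. *Gfap* had 11640 ± 1419 CPM (SD, n = 3) against 8702 ± 1284 (SD, n = 4). The log2 fold change was 0.42 (standard error 0.20, adjusted p = 0.270 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene passed with DESeq2, with and without its fold change prior, and in none of the other 14 alternatives.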

No GO enrichment was found in the *Bmal1*^*-/-*^ affected astrocyte genes. 

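In Reactome's list of extracellular matrix organization, 145 of 219 genes tested were lower in the libraries labelled *Bmal1*-/-, with a median log2 fold change of -0.18 (adjusted p = 0.00336 from limma's camera). Past an adjusted p of 0.05, 5 were lower and 3 were higher. The 5 were *Fmod*, *Fbln2*, *Col23a1*, *Mmp19* and *Ltbp1* and the 3 were *Col5a3*, *Lrp4* and *Col20a1*, named after their values were seen. Without *Bmal1*-/- replicate 3 the median was -0.070 and the list did not pass. A fibroblast marker list had a median of -0.71 (adjusted p = 0.00015 from camera, not passed with fry) and passed with camera in each of the 7 fits that left out 1 library. Its median was -1.90 without *Bmal1*-/- replicate 2 and -0.32 without replicate 3. In it, replicate 2 of *Bmal1*-/- had a mean log2 level of 5.24 and replicates 1 and 3 had 2.82 and 2.61. The WT libraries were at 4.40 to 5.33. The difference in the mean log2 level of the list did not pass 0.05 (exact permutation test, two-sided p = 0.171).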

GOs associated with extracellular matrix (ECM) were enriched among the downregulated EC/PC genes (Fig. 6e). Downregulation prevailed for macrophage/microglia genes (35 down, 9 up, Fig. 6d). 

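Of 17 macrophage marker genes, 14 were lower in the libraries labelled *Bmal1*-/-, with a median log2 fold change of -0.43 (adjusted p = 0.0158 from limma's camera). None passed 0.05 alone in edgeR's quasi-likelihood test, or adjusted over the list alone, and 4 had an unadjusted p under 0.05. The median was -0.16 and did not pass without WT replicate 3, and the list also did not pass without *Bmal1*-/- replicate 3. Of 11 microglia marker genes, 9 were lower, with a median of -0.12 (adjusted p = 0.143 from camera). None of them passed alone, and 2 had an unadjusted p under 0.05. That median was 0.01 without WT replicate 4. *Ptprc*, which encodes CD45, had a log2 fold change of -0.09 (standard error 0.16), and of 0.04 without WT replicate 3.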

The macrophage/microglia down gene GOs were associated with inflammation including cytokine responses, chemotaxis, as well as chemokine activity (Fig. 6e).

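A list of 20 chemokine and cytokine genes, of which 19 could be tested, had 15 lower and 4 higher genes in the libraries labelled *Bmal1*-/-. Its median log2 fold change was -0.52 (adjusted p = 0.0277 from limma's camera). Without WT replicate 3 the median was -0.21 and the list did not pass, and it did not pass without *Bmal1*-/- replicate 3 either. No gene of the list passed an adjusted p of 0.05, over all genes or adjusted over the list alone, and 3 had an unadjusted p under 0.05. Reactome's list of chemokines and their receptors had a median of -0.52 over 34 genes (adjusted p = 0.0067 from camera), and of -0.28 without WT replicate 3.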

**Figure 6:**
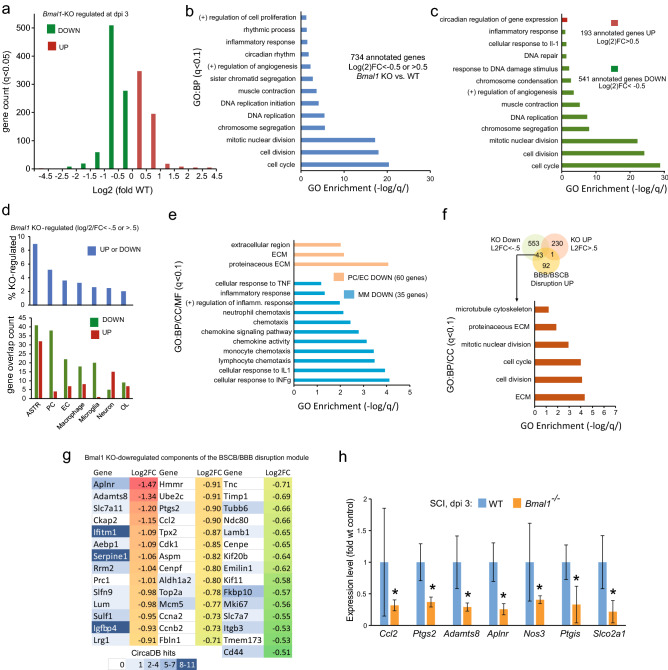
*Bmal1*^*-/-*^ mediated changes in the SCI transcriptome suggest attenuated disruption of the BSCB and reduced neuroinflammation. RNA from dpi 3 contused spinal cord tissue of WT (M:F = 2:2, including 1 KO littermate) and *Bmal1*^*−/−*^ (M:F = 1:2) mice was analyzed by RNASeq (a-g) or qPCR (h). (**a**) Gene count of *Bmal1*^*−/−*^ effects on the transcriptome (see Supplementary Table S1 for details). (**b**, **c**) Gene ontology (GO) analysis of the highly affected genes in *Bmal1*^*−/−*^ spinal cords. Analysis was run for all genes *(b)* or separately for upregulated and downregulated genes *(c)*. Note the significant enrichment of GO:Biological Process (BP) terms associated with cell proliferation, inflammation and angiogenesis in both analyses. (**d**) Cell type-enriched transcripts in *Bmal1*^*−/−*^ regulated SCI transcriptome. Note the relatively higher representation of astrocyte (ASTR) and vascular cell transcripts (EC + PC) and the predominantly gene downregulation trend for PC-, EC- and macrophage/microglia (MM)-enriched transcripts. Cell type-enriched gene lists are defined in the “Materials and methods”. (**e**) Significant enrichment of GO terms in downregulated MM- or PC/EC-enriched genes. Note the presence of neuroinflammation or ECM/cell proliferation-associated terms in MM or PC/EC genes, respectively. Cellular component (CC) and molecular function (MF) GOs are also included. No significant GO enrichment was observed for KO-regulated astrocyte genes. (**f**) Brain EC genes that are upregulated during BBB/BSCB disruption^44^ are highly represented among *Bmal1*^*−/−*^ downregulated genes. Overlapping genes overrepresent GOs that are associated with BBB/BSCB disruption responses such as synthesis of ECM components and vascular cell proliferation. (**g**) Heat map of *Bmal1*^*−/−*^ downregulated components of the BBB/BSCB disruption module. Note that several of those genes appear to be regulated in a circadian fashion, as shown by the number of experiments detecting their significant circadian oscillations in the CircaDB database (# of CircaDB hits). (**h**) qPCR analysis of selected vascular cell genes that are downregulated in *Bmal1*^*−/−*^ spinal cords. Note the downregulation of genes that likely promote BBB/BSCB failure (*Ccl2*, *Ptgs2*, *Adamts8*) and potentially pro-hemostatic downregulation of *Aplnr*, *Nos3*, and *Ptgis. Slco2a1* is an arachidonic acid transporter that supports activities of *Ptgs2* and *Ptgis*. Data are means ± SD (*p < .05, *u*-test).

BSCB disruption is a major contributor to post-SCI cell proliferation and neuroinflammation^3,9,46^. As transcriptomes of BSCB-forming cells such as EC, PC and astrocytes were affected by *Bmal1* deletion^3,9,46^, expression of the recently identified blood brain barrier (BBB)/BSCB disruption transcripts (the BBB/BSCB disruption module) was examined. Those include 136 brain/spinal cord EC expressed genes whose upregulation is a signature of BBB/BSCB disruption in at least 3 out of 4 mouse models of neurological diseases including status epilepticus, TBI, stroke, or EAE^44^. 

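The 43 genes shown in Fig. 6g were all lower in the libraries labelled *Bmal1*-/-, with log2 fold changes from -1.81 for *Aplnr* to -0.57 for *Cd44* and a median of -1.04. In 42 of them all 3 values lay under the 4 WT values. Over all genes tested, 10 passed an adjusted p of 0.05 with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. They were *Aplnr*, *Adamts8*, *Slc7a11*, *Ckap2*, *Aebp1*, *Prc1*, *Slfn9*, *Igfbp4*, *Hmmr* and *Aspm*. Adjusted over the list alone, 43 of 43 passed, which is not independent evidence because the study chose these genes on the same samples. Each of the 10 lost its call in at least 1 of the 7 fits that left out 1 library. The count depended on single libraries. Without WT replicate 3 it was 24, and without *Bmal1*-/- replicate 3 it was 0, with 41 genes at an unadjusted p under 0.05. DESeq2's default test called all 43. As a set the genes passed with camera (adjusted p = 1.1e-23) and with fry, which the choice on the same samples also keeps from being independent evidence. Genes on the opposite strand overlap 7 of the 43, namely *Adamts8*, *Prc1*, *Ccna2*, *Tnc*, *Fkbp10*, *Slc7a7* and *Ube2c*, and a gene on the same strand overlaps *Top2a*, which leaves these uncertain.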

In *Bmal1*^*−/−*^ mice, 43 of them were downregulated, which represents 31.6% of the module (Fig. 6f,g). The previously reported enrichment for GOs-related to ECM and EC cell proliferation^44^ was still observed in the *Bmal1*^*−/−*^ regulated portion of the module (Fig. 6f). Importantly, it also included the presumed effector contributors to BBB/BSCB disruption such as the matrix metalloproteinase *Adamts8*, the inflammatory mediator *Ptgs2*/*Cox2* and the chemokine *Ccl2*^44^*.* Their downregulation was confirmed by qPCR (Fig. 6g,h). 

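In the RNASeq counts, *Adamts8* had 1.24 ± 0.19 CPM (SD, n = 3) in the libraries labelled *Bmal1*-/- and 4.25 ± 1.11 (SD, n = 4) in WT. The log2 fold change was -1.78 (standard error 0.25, adjusted p = 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its call was lost without any 1 of the libraries labelled *Bmal1*-/- and without WT replicate 1, with log2 fold changes from -1.91 to -1.63 over the 7 fits that left out 1 library. An antisense gene overlaps it. *Ptgs2* had 5.45 ± 0.80 (SD, n = 3) against 12.0 ± 3.41 CPM (SD, n = 4), a log2 fold change of -1.14 (standard error 0.23). *Ccl2* had 10.4 ± 2.04 (SD, n = 3) against 31.3 ± 19.9 CPM (SD, n = 4), a log2 fold change of -1.60 (standard error 0.45). Neither *Ptgs2* (adjusted p = 0.0655) nor *Ccl2* (adjusted p = 0.132) passed in the same edgeR test, though all 3 values of each lay under the 4 WT values. WT replicate 3 had 60.8 CPM of *Ccl2* and the other WT libraries 17.5 to 25.3. Without that library the log2 fold change of *Ccl2* was -1.05, and both genes passed.

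**Figure D3:**
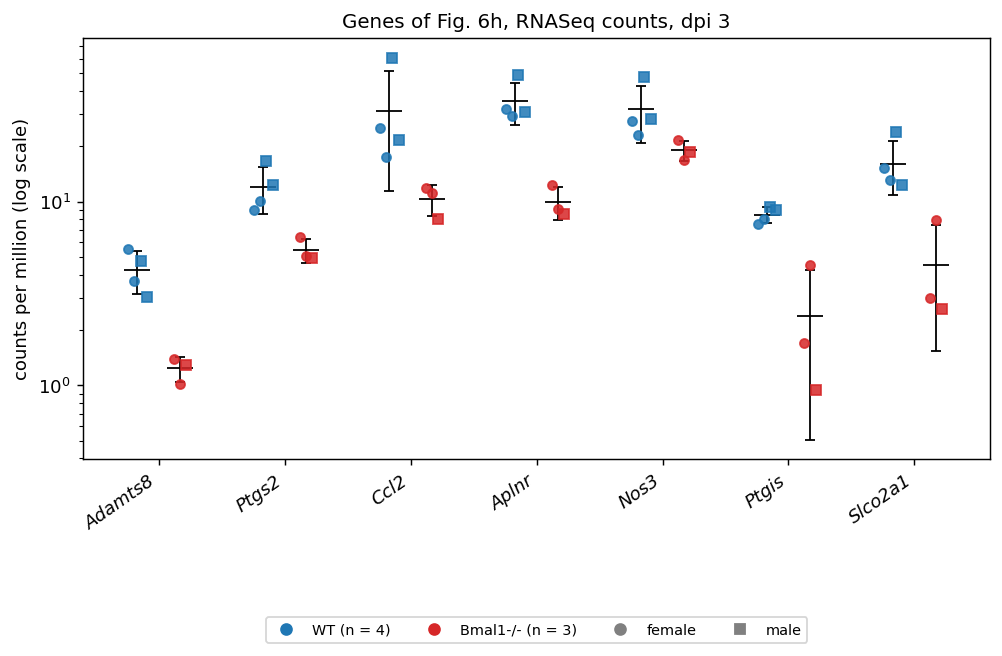
RNASeq CPM (log scale) of the 7 genes that Fig. 6h measures by qPCR, with 1 point per library, circles for females, squares for males, and bars for the mean ± SD. The 3 *Bmal1*-/- points of each gene lie under its 4 WT points, and WT replicate 3 is highest for *Ccl2*, at 60.8.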

Other qPCR validated gene downregulations, which may be relevant for potential pro-BSCB/anti-hemorrhagic effects in *Bmal1*^*−/−*^ mice, include EC-expressed pro-angiogenic/anti-thrombotic genes *Aplnr*, *Nos3*, and *Ptgis*. 

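*Aplnr* had 10.0 ± 2.05 CPM (SD, n = 3) in the libraries labelled *Bmal1*-/- and 35.1 ± 9.18 (SD, n = 4) in WT. Its log2 fold change was -1.81 (standard error 0.23, adjusted p = 0.0140 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call was lost without *Bmal1*-/- replicate 3. *Nos3*, which overlaps genes on the opposite strand, had 19.0 ± 2.33 (SD, n = 3) against 31.8 ± 11.0 CPM (SD, n = 4). Its log2 fold change of -0.74 (standard error 0.25) did not pass in that edgeR test (adjusted p = 0.178) or in any of the 16 alternatives, DESeq2 included, and it was -0.47 without WT replicate 3. *Ptgis*, which also overlaps a gene on the opposite strand, had 4.50 CPM in *Bmal1*-/- replicate 2 and 1.70 and 0.94 in replicates 1 and 3, against 8.48 ± 0.84 (SD, n = 4) in WT. Its log2 fold change was -1.83 (standard error 0.48, adjusted p = 0.112 from the same edgeR test), and it was -2.68 and passed without replicate 2.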

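*Slco2a1*, on chromosome 9 of GRCm38 from 102988712 to 103096002, had 4.51 ± 2.98 CPM (SD, n = 3) in the libraries labelled *Bmal1*-/- and 16.1 ± 5.27 (SD, n = 4) in WT. Its log2 fold change was -1.83 (standard error 0.44, adjusted p = 0.096 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Bmal1*-/- replicate 2 had 7.94 CPM, and replicates 1 and 3 had 2.97 and 2.61. The gene passed without replicate 2, at a log2 fold change of -2.53. It also passed with DESeq2. An rRNA gene overlaps it on the opposite strand.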

Consistent with reductions of *Ptgs2* and *Ptgis,* which use arachidonic acid to produce prostaglandins, the arachidonic acid transporter *Slco2a1* was also downregulated. 

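*Nfil3*, on chromosome 13 of GRCm38 from 52967209 to 52981073, had 28.3 ± 1.70 CPM (SD, n = 3) in the libraries labelled *Bmal1*-/- and 14.8 ± 0.95 (SD, n = 4) in WT. The log2 fold change was 0.94 (standard error 0.08, adjusted p = 0.0026 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene passed in each of the 7 fits that left out 1 library, with log2 fold changes from 0.89 to 0.98.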

The only *Bmal1*^*−/−*^ upregulated gene of the BBB/BSCB disruption module is the core component of the clock pathway, the TF *Nfil3* (Supplementary Table S1). The presence of *Nfil3* in the BBB/BSCB module suggests direct links between the BSCB and clock-associated transcription. Indeed, using the circaDB database (https://circadb.hogeneschlab.org/about), we found 24 of 43 *Bmal1*^*−/−*^ downregulated components of the BSCB disruption module to undergo circadian mRNA oscillations in at least one mouse tissue (Fig. 6g).

We observed an extensive overlap of *Bmal1*^*−/−*^ regulated genes with the top 500 OPC-specific genes from uninjured mouse brain (64 down, 18 up, Supplementary Fig. S6)^43^. However, such overlap may be falsely biased towards OPCs as proliferation-associated genes are enriched in OPCs in the uninjured CNS (Supplementary Fig. S6). Indeed, OPC down-regulated genes show high enrichment of cell proliferation-associated GOs (e.g. 27 out of 60 OL annotated genes are cell cycle-related, Supplementary Fig. S6). 

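A list of 13 OPC marker genes without cell cycle genes was written before the data were examined, since the published OPC list was not used here. Of its genes, 11 were higher and 2 were lower in the libraries labelled *Bmal1*-/-, with a median log2 fold change of 0.18 (adjusted p = 0.0051 from limma's camera). The list did not pass with fry. None of the genes passed 0.05 alone in edgeR's quasi-likelihood test, where 5 had an unadjusted p under 0.05, and 1 passed adjusted over the list alone. Leaving out each library in turn gave medians from 0.13 to 0.25. The mean log2 level was 6.06 ± 0.05 (SD, n = 3) against 5.84 ± 0.11 (SD, n = 4), which was not past 0.05 (exact permutation test, two-sided p = 0.0571, or 0.102 adjusted over the lists). *Olig2* and *Pdgfra*, which mark the OPC lineage, had log2 fold changes of -0.02 (standard error 0.07) and 0.04 (standard error 0.06).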

SCI at dpi 3 activates the proliferation of OPCs, microglia/macrophages, ECs, PCs and perivascular fibroblasts^5,38,47–49^. Hence, those “OPC” gene changes may also reflect anti-proliferative effects of *Bmal1* deletion in other cell populations.

Collectively, the transcriptomic analysis revealed that in *Bmal1*^*−/−*^ mice, reduced WM damage and enhanced locomotor recovery may be associated with pro-vascular and anti-inflammatory effects including improved function of the BSCB.

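From the genes lower in the libraries labelled *Bmal1*-/-, the paper reasons as follows. It proposes reduced cell proliferation after injury, with possible links to inflammation, vessel growth, OL replacement or scarring. It describes BSCB disruption as a large contributor to proliferation and inflammation after SCI, and matrix synthesis as a response to disruption. It then takes the genes of the disruption module, with qPCR of *Adamts8*, *Ptgs2*, *Ccl2*, *Aplnr*, *Nos3*, *Ptgis* and *Slco2a1* in the same mice, as a link to the BSCB. From these it proposes that pro-vascular and anti-inflammatory effects accompany the recovery of *Bmal1*-/- mice. Of these 7 genes, *Adamts8* and *Aplnr* passed an adjusted p of 0.05 here with edgeR's quasi-likelihood test over all genes. Each of the 7 was lower in all 3 of the libraries labelled *Bmal1*-/- than in the 4 WT libraries. The study chose these genes on the same samples, so this order is not independent evidence.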

### *Bmal1* KO-associated attenuation of post-SCI hemorrhage, BSCB disruption and neuroinflammation

To confirm pro-BSCB and anti-inflammatory effects of *Bmal1* deletion, markers of hemorrhage, BSCB disruption and neuroinflammation were analyzed by immunostaining. Consistent with intraparenchymal hemorrhage, hemoglobin (Hb) was abundant in the SCI lesion core (or heterodomain^50^) of WT mice as defined by a 1,500 μm region centered on the injury epicenter and including the penumbra (Fig. 7a and Supplementary Fig. S7). On dpi 1, most Hb was found in structures resembling single and/or clustered erythrocytes (Supplementary Fig. S7). On dpi 7, strong Hb signal was observed in and around the injury epicenter as defined by densely packed cells of the fibrotic scar (Fig. 7a). At least partial Hb overlap with such epicenter cells was also apparent (Fig. 7a). That changing pattern likely reflects microglia/macrophage-mediated erythrocyte phagocytosis during hematoma resolution^51^. The Hb signal in *Bmal1*^*−/−*^ mice was reduced at dpi 7, but not dpi 1, suggesting attenuation of the subacute hemorrhage (Fig. 7b).

**Figure 7:**
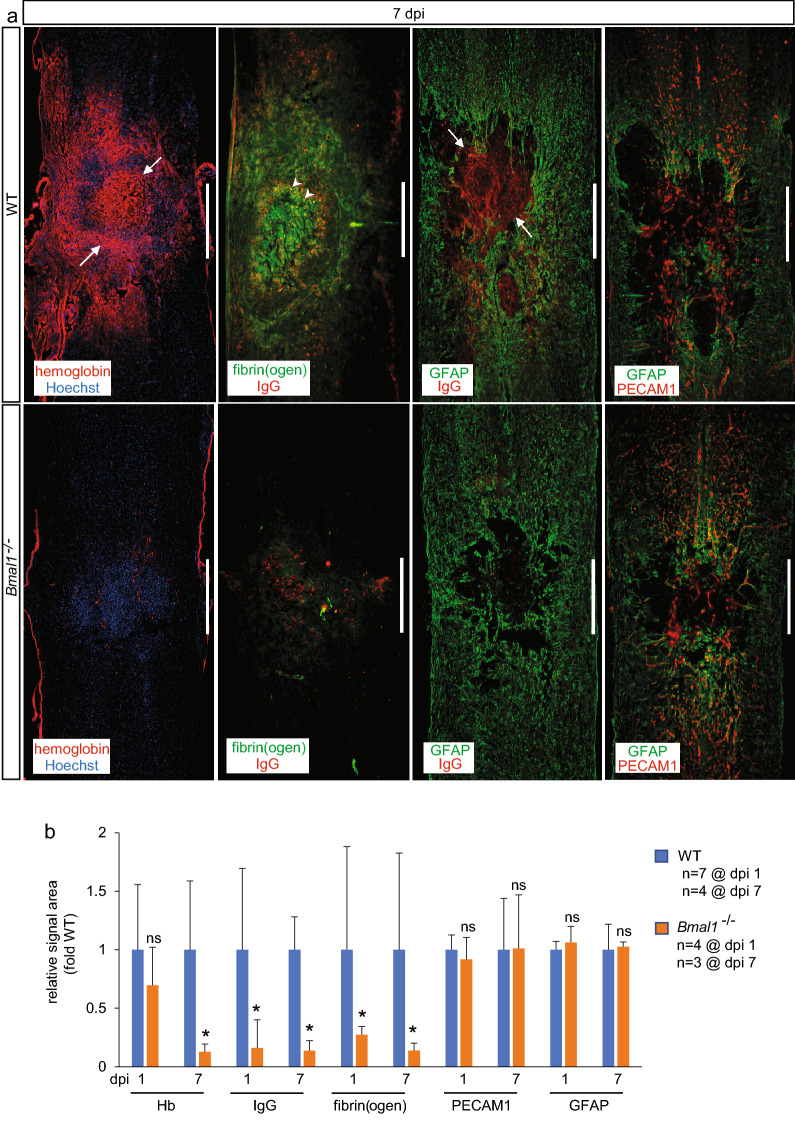
Reduced post-SCI hemorrhage and improved BSCB function in *Bmal1*^*−/−*^ mice. Immunostaining analyses were performed on coronal sections of the spinal cord from WT (dpi 1: M:F = 2:5 including 2 KO littermates; dpi 7: M:F = 2:2) and *Bmal1*^*−/−*^ (dpi 1: M:F = 0:4; dpi 7: M:F = 1:2) mice that received moderate T9 SCI**.** (**a**) In WT mice, signals for the hemorrhage marker hemoglobin (Hb) and extravasated plasma proteins including fibrin/fibrinogen and IgG are strong in the lesion area including the epicenter as indicated by negative staining for the astrocyte marker GFAP or densely packed Hoechst^+^ nuclei of the fibrotic scar cells (arrows). Partial overlap between fibrinogen and IgG signals is also observed (arrowheads). In *Bmal1*^*−/−*^ mice, signals for Hb, fibrin/fibrinogen, and IgG, but not the microvascular marker PECAM1 or GFAP, are reduced. Representative images of the dpi 1 staining are shown in Supplementary Fig. S7. (**b**) Quantification of relative signal area for Hb, IgG, fibrin/fibrinogen, PECAM1 and GFAP in the lesion core (1,500 μm region centered on the injury epicenter and also including the injury penumbra) confirmed reduced subacute hemorrhage, and both acute and subacute BSCB disruption with unaffected content of spinal cord microvasculature or reactive astroglia. Data are means ± SD (*p < 0.05, *u*-test). Similar patterns were observed for another plasma protein, IgM (Supplementary Fig. S8). IgG was detected using an anti-mouse IgG F(ab’)2 fragment to avoid binding to cells that express IgG receptors. Calibration bar is 500 μm.

Tissue deposition of plasma proteins including immunoglobulins and fibrinogen/fibrin is a sensitive marker of SCI-associated BBB/BSCB failure ^10,52,53^. Consistent with those reports, IgG and fibrinogen/fibrin were detected in the SCI lesion core of WT mice on both dpi 1 and dpi 7 (Fig. 7a and Supplementary Fig. S7). In *Bmal1*^*−/−*^ mice, plasma protein deposition was reduced by 80–90% at both time points (Fig. 7b). Similar reductions were also observed for another extravasated protein, IgM (Supplementary Fig. S8). In contrast, the EC cell marker PECAM1, which can reveal both acute post-SCI loss- and later replacement of microvasculature^50,54^, was expressed at similar levels at both time points (Fig. 7 and Supplementary Fig. S7). Likewise, no changes were observed for the reactive astrogliosis marker GFAP (Fig. 7 and Supplementary Fig. S7). These data suggest that in *Bmal1*^*−/−*^ mice, reduced post-SCI extravasation of plasma proteins and decreased hemorrhage are not associated with differences in spinal cord microvascularization or reactive astrogliosis. Therefore, *Bmal1* loss may improve the pro-homestatic potential of ECs and reduce EC/PC dysfunction that results in BSCB failure after SCI.

In SCI lesion area, time-dependent effects on myeloid cell infiltration were also observed (Fig. 8 and Supplementary Fig. S9). Immunostaining for the myeloid cell marker CD45 revealed the presence of those cells scattered throughout the lesion area or concentrated in the GFAP^-^ injury epicenter/fibrotic scar region at dpi 1 or dpi 7, respectively (Supplementary Fig. S9 and Fig. 8a). On dpi 7, but not dpi 1, the relative CD45 signal area was significantly reduced in *Bmal1*^*−/−*^ mice (Fig. 8b). Such time-dependent effects may reflect differential modulation of specific myeloid cell subpopulations including neutrophils or monocyte-derived macrophages that dominate the SCI lesion at dpi 1 or dpi 3–7, respectively^6^.

**Figure 8:**
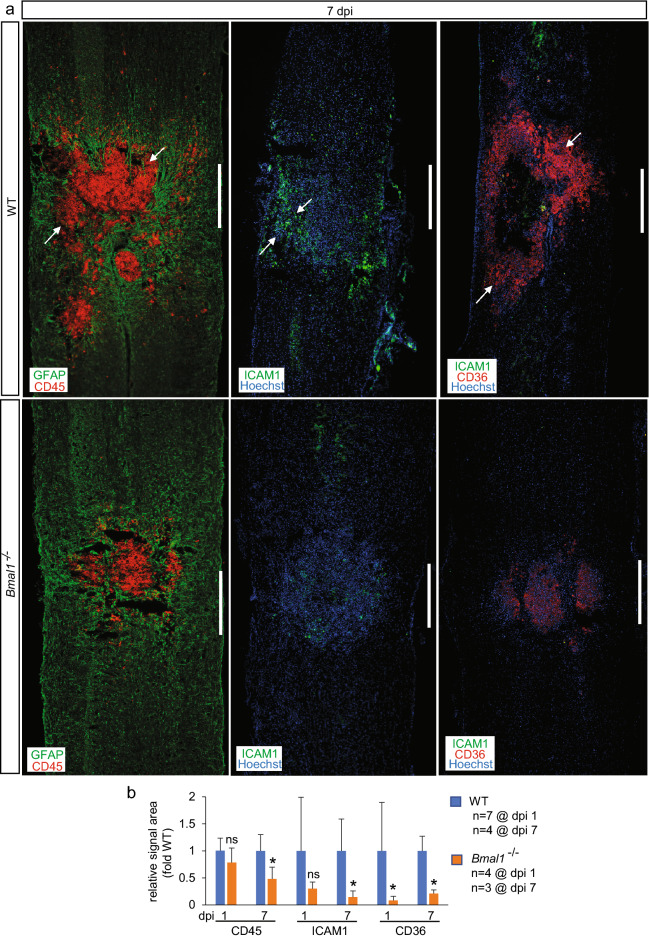
Attenuated post-SCI neuroinflammation in *Bmal1*^*−/−*^ mice. Mice and the immunostaining analyses were as described for Fig. 7. (**a**) Representative images of the lesion area stained for inflammatory markers including the pan-leukocyte membrane protein CD45, the EC/PC/leukocyte cell adhesion molecule ICAM1 and the activated macrophage receptor CD36. Note strong signals in the WT fibrotic scar of the injury epicenter (as defined by lack of GFAP^+^ astrocytes or dense packing of Hoechst^+^ nuclei, arrows). In *Bmal1*^*−/−*^ spinal cords, signals for all three inflammatory markers are reduced. Representative images of dpi 1 staining are shown in Supplementary Fig. S9. (**b**), Quantification of relative signal area for inflammatory markers was performed in the lesion core as described for Fig. 7. Data in (**b**) are means ± SD (*p < 0.05; ns, p > 0.05 *u*-test; at dpi 1, a decreasing trend was observed for ICAM1, p = 0.059); calibration bar is 500 μm.

The pro-inflammatory cell adhesion molecule CD54/ICAM1 was detected in PECAM1^+^ microvessels or densely packed fibrotic scar-like cells of the WT lesion area on dpi 1 or dpi 7, respectively (Supplementary Fig. S9 and Fig. 8a). Those observations are consistent with the reported inflammation-associated ICAM1 expression in ECs, PCs, and macrophages and recognized contributions by the two latter cell types to the fibrotic scar^6,55,56^. Expression of ICAM1 was reduced in *Bmal1*^*−/−*^ mice on dpi 7 (Fig. 8b). A downregulation trend was also observed at dpi 1 (Fig. 8b, p = 0.059). Hence, reduced expression of ICAM1 may reflect decreased pro-inflammatory activity of various types of cells that are present in the lesion area.

CD36 is a pro-inflammatory, poly-valent receptor that is upregulated in macrophages of the fibrotic scar and whose deletion improves post-SCI neuroinflammation, microvasculature function, WMS and functional recovery^42,54^. In WT mice, the pattern of CD36 staining resembled that of CD45 with a scattered signal throughout the lesion area on dpi 1 and its later association with densely packed cells of the fibrotic scar region on dpi 7 (Supplementary Fig. S9, Fig. 8a). In *Bmal1*^*−/−*^ mice, CD36 levels were reduced by at least 80% at both timepoints (Supplementary Fig. S9, Fig. 8b). Therefore, *Bmal1* deficiency not only lowers post-SCI macrophage accumulation, but may also reduce their pro-inflammatory potential.

## Discussion

Consistent with the possibility that SCI may cause local perturbations of the clock pathway to promote secondary injury, we observed acute dysregulation of BMAL1 in the contused spinal cord tissue. However, contrary to our expectations that *Bmal1* KO would worsen outcome after SCI, improved functional recovery, greater WMS and reduced chronic OL loss were observed. Those effects were associated with a remarkable improvement in BSCB function as well as reduced subacute bleeding and neuroinflammation.

The beneficial effects of *Bmal1* deletion in a contusive SCI model were unexpected. Previously, various lines of *Bmal1*^*−/−*^ animals showed spontaneous pathogenic changes in the CNS and/or worsened outcomes following acute neurotoxic injury or autoimmune neuroinflammation. Thus, aging-associated reactive astrogliosis, reduced expression of anti-oxidant enzymes, increased oxidative stress, neuroinflammation, and synaptic damage were observed after germ line-, pan-neural-, or astrocyte-selective deletion of *Bmal1*^20,57^. In addition, age-dependent chronic BBB dysfunction was associated with loss of *Bmal1* from nestin^+^ PCs^58^. The *Bmal1*^+*/−*^ genotype enhanced acute striatal neurotoxicity of 3-nitropropionic acid^20^. In monocyte-selective *Bmal1*^*−/−*^ mice, EAE resulted in enhanced locomotor deficits, increased neuroinflammation and demyelination in the spinal cord^26^. Hence, the critical question emerges as to why does germline *Bmal1* deletion reduce SCI-associated pathology even though it involves pathogenic cascades that are negatively regulated by BMAL1 in other models? One explanation of this apparent paradox could be that BMAL1 plays a role in upstream events that initiate the critical effector components of the secondary injury including oxidative stress, neuroinflammation, OL loss, axonal damage, and subsequent tissue scarring.

What could such a clock pathway-modulated trigger for pathogenic events in SCI be? SCI-induced intraparenchymal bleeding, activation of the hemostasis pathway and BSCB disruption lead to intraspinal deposition of hemoglobin, iron, fibrinogen/fibrin, immunoglobulins and complement components that, in turn, promote oxidative stress, death of neurons and OLs, neuroinflammation, WM injury, scarring, and de-novo formation of leaky/dysfunctional blood vessels^3,9,50,53,59–62^. Axonal injury, impaired OL replacement and reduced axonal growth are additional potential consequences of blood extravasation/BSCB dysfunction in SCI^10,63^. Therefore, genetic or pharmacological manipulations that promote hemostasis and maintenance of the BSCB reduce downstream pathologies in SCI including neuroinflammation, tissue loss and locomotor impairment^60,64,65^. Extensive effects on the EC/PC transcriptome that are consistent with reduced subacute hemorrhage and BSCB preservation support a critical role of the vascular compartment in improving SCI outcome in *Bmal1*^*−/−*^ mice. Those anti-hemorrhagic/pro-BSCB effects may outweigh potential negative consequences of *Bmal1* loss on anti-oxidant defenses and/or neuroinflammation.

How could *Bmal1* deficiency improve post-SCI hemostasis and/or BSCB integrity? Interestingly, germ-line *Bmal1*^*−/−*^ mice show an age-dependent increase of pro-thrombotic potential associated with: (i) elevated levels of the coagulation factors fibrinogen, F7, F8 and VWF, (ii) higher platelet count, (iii) increased platelet aggregation and adhesion to ECs, and, (iv) reduced EC expression of anti-thrombotic molecules including a candidate clock pathway target gene thrombomodulin (*Thbd*)^29^. Loss of BMAL1-mediated transcriptional regulation in the liver and ECs was proposed to mediate increases in fibrinogen, F7 and F8, respectively^29^. EC-specific effects including reduced activity of eNOS/NOS3 or expression and/or secretion of VWF were implicated in altered platelet function^28,29^. We did not observe any mRNA changes of the coagulation factors or platelet counts between WT or *Bmal1*^*−/−*^ animals with SCI as determined in livers or peripheral blood at dpi 1, respectively (Supplementary Table S3). The younger age of our experimental animals (8–10 weeks) and/or the acute systemic effects of SCI may explain why our findings differ from published reports. Indeed, increased platelet counts and F8 levels were only observed in 30 week old naïve *Bmal1*^*−/−*^ mice^29^. Moreover, as an established acute phase protein, fibrinogen may be induced after SCI nullifying any baseline differences. However, in the contused cord tissue, *Bmal1* loss reduced levels of *Nos3*/*eNos*, *Aplnr* and *Ptgis*, suggesting increased pro-thrombotic potential of *Bmal1*^*−/−*^ ECs.

Reduction of NOS3 expression/activity could also explain improved BSCB function as NOS3-derived NO has been implicated in pathological disruption of the BBB^66^. Importantly, *Bmal1* deletion reduced the expression of one third of the genes that are co-upregulated during BBB/BSCB disruption^44^. Some *Bmal1* KO-reduced components of the BSCB disruption module such as those related to ECM deposition or EC proliferation/angiogenesis may represent an attempt to restore BSCB. Several others including *Ptgs2*, *Adamts8*, and, *Ccl2* are likely contributors to BSCB failure. As neoangiogenesis plays a role in delayed BSCB failure after SCI^50^, *Bmal1*^*−/−*^ mediated downregulation of pro-angiogenic genes of the BBB/BSCB module could be another mechanism to reduce delayed BSCB dysfunction after SCI. However, as the post-SCI content of microvasculature appeared similar in WT and *Bmal1*^*−/−*^ mice, slowing down rather than blocking post-SCI angiogenesis could be a contributing factor to long-term BSCB improvement.

The positive effects of *Bmal1* deletion on post-SCI hemostasis and BSCB function are likely mediated by its activity in ECs and PCs. Supporting this contention, a pro-thrombotic phenotype has been reported after EC-selective deletion of *Bmal1*^27^. Moreover, reduced eNOS3 activity and increased platelet adhesion appeared to occur in *Bmal1*^*−/−*^ ECs in a cell autonomous manner^28,30^. Additionally, we confirmed *Bmal1* expression in spinal cord ECs. Lastly, EC/PC-specific transcriptomes were modified in *Bmal1*^*−/−*^ mice including downregulation of many genes involved in BSCB disruption. Therefore, loss of *Bmal1* in vascular cells may be the primary driver of improved SCI outcome in *Bmal1*^*−/−*^ mice outweighing any pro-pathogenic effects on neurons, OLs, OPCs, macrophages, and/or microglia.

Current pro-BSCB effects of the germ-line *Bmal1* deletion after SCI might at first appear inconsistent with a report of chronic BBB impairment after *Bmal1* deletion in Nes^+^ cells, including PCs^58^. The latter phenotype was associated with reduced PC coverage of the brain microvasculature but not PC loss. While PC association with microvasculature contributes to development and maintenance of a functional BBB under physiological conditions, PCs may also be involved in BBB breakdown after injury^56,67^. Therefore, it is tempting to speculate that while *Bmal1* KO perturbs the physiological function(s) of PCs to stabilize BBB/BSCB, it also attenuates their pro-inflammatory/anti-BBB activity in response to injury. At least after contusive SCI, the net effects would be improved BSCB function and reduced neuroinflammation. Noteworthy, BBB/BSCB formation and repair are also promoted by astrocytes^46^. As in *Bmal1*^*−/−*^ mice, the response of astrocytes to SCI appears to change, the BSCB improvement may also have an astrocytic component.

Our findings that BMAL1 may contribute to SCI by promoting hemorrhage and BSCB disruption and thereby enhance neuroinflammation and OL loss raise an important question. Are those key components of SCI pathogenesis subject to circadian regulation by the clock pathway? Although there are no data in the literature on injury time of day effects on SCI pathology and post-SCI recovery, such effects were reported in vascular CNS disease models including ischemic stroke or subarachnoid hemorrhage^68,69^. In those cases, outcome worsened when injuries occurred at early circadian times with maximal BMAL1 expression^68–70^. Conversely, opposite time of day effects were reported in sepsis models, where loss of anti-inflammatory activity of BMAL1 worsens outcome ^22–24^. Interestingly, at least some aspects of the BSCB/BBB function show circadian oscillations and may be regulated by the clock pathway. That includes the ability of plasma TNFα to penetrate into the spinal cord, which peaks at the beginning of the day when BMAL1 expression is high^70,71^. Of note, BSCB permeability for TNFα is compromised after SCI for up to dpi 5^72^. Hemostasis is also under BMAL1-dependent circadian control^28,73^. Therefore, circadian oscillations in the function of those systems may contribute to injury time of day effects in neurotrauma. The extent of such contributions may vary depending on the type and severity of the injury. Future experiments are needed to test such effects in the context of contusive SCI. Lastly, as the spinal cord clock pathway is transiently disrupted by thoracic SCI^74^ (Fig. 1), one could ask whether such a clock dysfunction may help to restore BSCB and/or decrease bleeding.

Collectively, our findings reveal an unexpected role of BMAL1 in BSCB disruption and intraspinal bleeding after thoracic contusive SCI. They also raise the question whether similar mechanisms may contribute to other BBB/BSCB-disruptive and/or bleeding-associated CNS pathologies such as stroke or TBI^46^. Indeed, a reduced proliferative response of glia and sex-dependent neuroprotection were reported in *Bmal1*^*−/−*^ mice after a photothrombotic cortical stroke^75^. However, given potentially pleiotropic and mutually opposing effects of BMAL1 on the pathogenesis of acute CNS injury, testing such an interesting possibility would require unequivocal identification of cells in which loss of *Bmal1* results in neuroprotection and improved recovery.

## Materials and methods

### Animals

*Bmal1*^+/−^ (*Arntl*^*tm1Bra*^, stock #009100, C57Bl/6J background) and WT C57Bl/6 J mice were obtained from the Jackson Laboratory (Bar Harbor, ME). *Bmal1*^*−/−*^ mice were obtained from crosses of *Bmal1*^+/−^ animals as *Bmal1*^*−/−*^ mice are sterile. Age- and sex-matched WT control mice were ordered from the Jackson Laboratory and acclimated for at least two weeks before the start of a study. Whenever possible, WT littermate controls were used as indicated. All reported animal experiments were approved by the University of Louisville Institutional Animal Care and Use Committee and Institutional Biosafety Committee and strictly adhered to NIH guidelines on use of experimental animals. Additional information on experimental design and analysis is provided in Supplementary Methods including the Supplementary Table S2 that summarizes animal use information.

### Materials

Antibodies were from commercial suppliers as indicated (Supplementary Table S4). All other reagents and materials were purchased from Sigma Aldrich (St. Louis, MO), VWR International (Radnor, PA), Thermo Fisher Scientific (Waltham, MA), or Integrated DNA Technologies (IDT, Coralville, IA).

### Spinal cord injury

*Spinal cord injury* was performed as described previously^76^. Briefly, 8–10 week old animals were anaesthetized by an i.p. injection of 400 mg/kg body weight 2,2,2-tribromoethanol. Lacri-Lube ophthalmic ointment (Allergen, Irvine, CA) was applied to prevent drying of eyes. Moderate contusion injuries (50 kdyn force/400–600 μm displacement) were performed at the T9 level using the IH impactor (Infinite Horizons, Lexington, KY) following a laminectomy at T9 vertebrae. Postoperative care included s.c. 0.1 ml saline (immediately after surgery), 5 mg/kg s.c. gentamicin every 24 h for 7 days, 0.1 mg/kg s.c. buprenorphine every 12 h for 2 days, and manual expression of bladders twice a day for seven to ten days or until spontaneous voiding returned. All surgical and post-operation procedures were completed according to NIH and IACUC guidelines.

### Hindlimb locomotor function

*Hindlimb locomotor function* was evaluated in an open field using the Basso Mouse Scale (BMS)^37^. Evaluations were performed at baseline before the injury and weekly thereafter. All raters were trained by Dr. Basso and colleagues at the Ohio State University and were blinded to genotype or surgical identity.

### Tissue collection and processing

To avoid time-dependent fluctuations of BMAL1 expression^16,70^, all tissue collections were performed at 9–11 a.m. (ZT 3–5) except 6 h sham/SCI samples for RNA analysis that were collected at ZT 8–9 (Fig. 1). Mice were deeply anaesthetized using 2,2,2-tribromoethanol and perfused transcardially with ice cold phosphate buffered saline (PBS, 30 ml/mouse). For RNA analysis, spinal cord samples (5 mm centered on the injury epicenter) were collected and frozen in liquid nitrogen. For histology, mice were perfused with 4% paraformaldehyde (PFA, pH 7.4 in PBS). Dissected spinal cords were post-fixed (4% PFA for 1 h at 4 °C), cryoprotected in 30% sucrose (pH 7.4, 72 h at 4 °C) and mounted in TFM tissue freezing medium (GeneralData, Cincinnati, OH). Cryostat sections (20 μm) were cut, thaw mounted on slides and stored at − 20 °C until further use.

### qPCR analysis

RNA was extracted using Trizol or RNeasy Lipid Tissue Mini Kit (Qiagen, Germantown, MD) and cDNA was synthesized following standard methodology. SYBR Green master mix- or Taqman DNA polymerase and ViiA 7 Real-Time PCR System (Applied Biosystems, Grand Island, NY) were used for non-labeled or Taqman primers, respectively (see Supplementary Table S5 for primer information). The delta delta CT method was used for quantification; the normalizing transcript was *Gapdh*.

### RNASeq analysis

Total RNA was extracted using RNeasy Lipid Tissue Minikit (Qiagen #74804) and poly-A-enriched libraries were prepared and sequenced using Illumina NextSeq 500. Number of raw reads/sample was 50,185,248 to 57,727,458 (average 52,643,643). At least 97.6% reads were aligned to the mouse reference genome (average read alignment 98.1%). DESeq2 was used to identify differentially expressed genes (q-value < 0.05). The raw counts were normalized using DESeq2’s default method, relative log expression (RLE). See Supplementary Methods for additional details. The RNA-seq data generated in this study were deposited in the Gene Expression Omnibus (GSE151685).

### Publicly available transcriptome data sets

The top 500 microglia, astrocyte, OPC, OL or neuron-enriched transcripts that were identified in mouse brains at postnatal days 7 or 17 were downloaded from the brain RNASeq database (www.brainrnaseq.org)^43^. The top 1,000 expressed genes (as defined by fpkm values) in mouse spinal cord macrophages on dpi 3 after contusive SCI were accessed from GSE84737^42^. The brain EC-enriched genes were defined based on data that were obtained from genetically labeled mouse brain ECs of young adult mice^44^. The list included 467 EC-enriched genes with log2FC values > 1.5 (q < 0.05) when comparing to all vascular cell or total brain mRNAs, respectively. The 260 brain pericyte (PC)-enriched genes were defined based on appearance in at least 2 of 5 different mouse brain mural transcriptome data sets^45^. The BBB/BSCB disruption module of the EC-enriched transcriptome included 136 genes that were upregulated in at least 3 of 4 acute injury models at subacute timepoints, when the BBB/BSCB dysfunction was maximal (dpi 3 in TBI and the MCAO model of stroke, dpi 2 in the kainic acid model of status epilepticus, and 1 day after leveling off clinical disease score in the EAE model)^44^.

### Gene ontology (GO) analysis

NCBI’s DAVID was used to perform gene ontology enrichment analysis. All 17,207 transcripts detected by RNASeq in spinal cord samples were used as a background and FDR q < 0.1 was used as a cut off. GO categories analyzed included Biological Process (BP), Cellular Component (CC) and Molecular Function (MF) as indicated.

### WMS analysis

WMS was evaluated using eriochrome cyanine (EC) staining for myelin as described previously^76^. A detailed description is provided in Supplementary Methods.

### Immunostaining

Slides with mounted spinal cord sections were warmed at 37 °C for 10 min, washed 3 × with PBS, and blocked in TBS + 0.1% Triton X-100, 0.5% BSA, and 10% normal donkey or goat serum for 1 h at room temperature and then incubated overnight at 4 °C with primary antibodies in blocking buffer, followed by 3 × washes and incubation in secondary antibodies at 25 °C for 1 h. Negative controls included appropriate species-specific non-immune Ig subtypes instead of primary antibodies. For BMAL1 immunostaining, sections were initially permeabilized in 0.5% NP-40 for 10 min before applying blocking reagent (10% normal goat serum); the primary antibody (or antibodies in case of co-staining) were applied in 0.1% Triton X-100 and 5% normal goat serum for 2 h at room temperature. The list of primary and secondary antibodies is presented in Table S4. Some sections were additionally counter-stained with Hoechst-33258. Negative controls for each antibody were done by parallel substitution of species-matched pre-immune IgG and resulted in no staining (Supplementary Fig. S1).

*Imaging.* Images were captured with Zeiss Observer.Z1 fluorescent microscope using a 10 × or 40 × objective or Nikon Eclipse Ti inverted microscope equipped with a 4 × objective. Identical exposure times were used for corresponding injured and control spinal cords. Digitized images were captured using AxioVision (Zeiss) or Elements software (Nikon Instruments) followed by conversion to TIFF files. All images used for quantitative analyses were acquired and analyzed without knowledge of animal group assignment.

### OL content and axonal density analysis

Quantification of fluorescent immunostained images followed previously described methodology with minor modifications using transverse 20-μm-thick sections that were co-stained with CC1 (OL marker) and anti-NFH (axonal marker) antibodies^38^ (see Supplemental Methods for more details).

### Hemorrhage-, BSCB disruption-, and, neuroinflammation marker analysis

Every fifth coronal section from each cord (five 20 μm sections/animal) was immunostained for the indicated markers and photographed with a 10 × objective and stitched together using Elements software during acquisition. Elements software was used to threshold baseline brightness and contrast identically for each image for all quantitative object and field measurements. The lesion site was defined as 1,500 μm region that was centered in the injury epicenter and included the injury penumbra. It corresponds to a heterodomain that is a pathology-affected region exhibiting extravascular deposition and disorganization of vascular laminin as well as disrupted GFAP immunoreactivity^50,54^. To assess the presence of hemorrhage, BSCB disruption, or inflammatory markers, the total area within the lesion site positive for each marker was quantified by digital image analysis using the basic densitometric thresholding features of Elements software, similar to methods previously reported^54^. Threshold values were obtained and set for each marker and held constant for each image quantified. The percentage of the lesion site area positive for each marker was quantified. For each animal, at least 3 sections spanning the injury epicenter were analyzed and marker signal area was averaged and normalized to WT control values.

### Statistical analysis

Repeated measures ANOVA (RM-ANOVA) followed by Tukey post hoc tests was used for analyzing BMS locomotor recovery data and chronic effects on OL cell content and axonal density. All other qPCR or image analysis data were analyzed using the non-parametric Mann–Whitney test (*u*-test, single sided).

## Supplementary information

Supplementary Information.

Supplementary Table.

# Supplementary material for: Improved locomotor recovery after contusive spinal cord injury in Bmal1−/− mice is associated with protection of the blood spinal cord barrier
**Source:** Sci Rep. 2020 Aug 26;10:14212. doi: 10.1038/s41598-020-71131-6
**Supplement:** Supplementary file 1 — Supplementary Information.

**Improved locomotor recovery after contusive spinal cord injury in *Bmal1*<sup>-/-</sup> mice is associated with protection of the blood spinal cord barrier.**

Lukasz P. Slomnicki, Scott A. Myers, Sujata Saraswat-Ohri, Molly V. Parsh, Kariena R. Andres, Julia H. Chariker, Eric C. Rouchka, Scott R. Whittemore and Michal Hetman

### **Supplementary Information**

**Supplementary Methods**

**Supplementary References**

**Supplementary Figures S1-S10**

**Supplementary Tables S1-S5 (Tables S2-S5 are part of this document, Tables S1 is supplied as a separate MS Excel spreadsheet)**

## Supplementary Methods

Experimental design: sample size determination. For analysis of locomotor recovery, *a priori* power calculations were performed. From BBB data on hindlimb function recovery in rats that were collected at Louisville over the past 27 years, power analyses show the ability to detect a significant difference is >95% with a sample size of 10/group, based on the observed standard deviations between 1.2-1.9 and an effect size of 10% (*e.g.* difference between group scores). As the variance of BBB and BMS evaluations are similar <sup>1,2</sup>, functional analyses using  $n=10$  *Bmal1*<sup>-/-</sup> and  $n=14$  WT mice were adequately powered to detect at least 10% change in BMS (99.9% power to detect the observed BMS difference of 1.59 at  $p<0.05$ ). For all other studies, no statistical tests were used to predetermine sample size. Instead, sample sizes were rationalized by considering sufficient replication (weighing the level of biological variation) as well as censoring due to inadvertent losses of animals or samples. In most of those cases *a priori* design was not possible due to lack of reliable prior data to define variability.

Experimental design: gender. In studies with WT mice (Figs. 1-3), females were used. Females are predominantly used in SCI literature due to lower incidence of urinary tract infections and, therefore, have better survival as compared to males. Thus, use of females helps to reduce the overall animal number needed for SCI experiments. As *Bmal1*<sup>-/-</sup> mice are sterile, those animals have to be generated by breeding heterozygous parents thereby limiting availability of suitable experimental subjects. Therefore, to properly power experiments that involved *Bmal1*<sup>-/-</sup> mice (Figs. 4-8) we used both sexes. Such a strategy is justified by a documented lack of significant sex effects on locomotor recovery, neuroinflammation or lesion volume after contusive injury in C567Bl6 mice <sup>3</sup>. However, sex unbalanced groups emerged in our studies on *Bmal1*<sup>-/-</sup> mice due to (i) limited availability of males of comparable age, (ii) peri-operative loss of animals, (iii)

initial genotyping errors that were later corrected by terminal genotyping and resulted in group re-assignments.

Group allocation and blinding. Group allocation was not random. Instead, biological controls were used in all experiments. Such a strategy was necessary due to limited number of *Bmal1*<sup>-/-</sup> animals and the need to pair them with comparable WT control animals including similar age, sex and, if possible, same origin. For each study surgeries were performed on the same day or two consecutive days (ZT3-ZT5) with random order of animals and without knowledge of group assignment. Likewise, all behavioral and histological analyses were blinded.

RNASeq analysis. Spinal cord tissue that was isolated from *Bmal1*<sup>-/-</sup> (n=3, 2 females, 1 male) and WT mice (n=4, 2 females, 2 males) was homogenized on ice with Tissue-Tearor (BioSpec Products, Bartlesville, OK). Total RNA was extracted using RNeasy Lipid Tissue Minikit (Qiagen #74804) according to the manufacturer's instructions. The quality of RNA was assessed by capillary electrophoresis using an Agilent Bioanalyzer. One microgram of total RNA was used for poly-A enrichment. First and second cDNA strands were synthesized followed by 3' end adenylation. Libraries were prepared using the TruSeq Stranded mRNA Library Prep Kit along with TruSeq RNA Index Set A according to manufacturer's instructions (Illumina, San Diego, CA). Samples were barcoded with Illumina TruSeq Adapters, DNA fragments were enriched by PCR reaction and their quality was validated on an Agilent Bioanalyzer. All 1.8 pM libraries were then denatured and sequencing was performed at the University of Louisville Genomics Core Facility Illumina NextSeq 500 using the NextSeq 500/550 75 cycle High Output Kit v2.5 (Illumina, Carlsbad, CA). Raw read number ranged from 50,185,248 to 57,727,458 with an average of 52,643,643 reads/sample. The quality control of the raw sequence data was performed using FastQC v.0.10.1 and the sequences were directly aligned to the *Mus musculus*

reference genome assembly (GRCm38.p6.fa) using Tophat 2v.2.0.13. At least 97.6% reads were aligned to the mouse reference genome (average read alignment was 98.1%). For the DESeq2 analysis of differential gene expression raw counts were obtained from the Tophat aligned bam format files using HTSeq v.0.10.0. The raw counts were normalized using DESeq2's default method, relative log expression (RLE). A q-value < 0.05 was used as a criterion for defining differentially expressed genes.

WMS analysis. WMS was evaluated as described previously <sup>4,5</sup>. Briefly, serial transverse sections spanning -1 mm rostral to +1 mm caudal from the lesion epicenter were stained for myelin using iron eriochrome cyanine (EC) with an alkali differentiator modification. Images were captured with a 4x objective on a Nikon Eclipse Ti inverted microscope. Myelinated, EC<sup>+</sup> WM was traced using Nikon Elements software. The injury epicenter was identified based on the least relative content of WM as defined by EC<sup>+</sup> area/total section area. Percent sparing was calculated after normalizing the data to average EC<sup>+</sup> WM content in naïve female C57BL6/J mice (n=4, T8-T10 level, 8-10 week old). All imaging and analysis was performed without knowledge of genotype or treatment.

OL content and axonal density analysis. The procedure followed previously described methodology with minor modifications <sup>6</sup>. Briefly, transverse 20 µm sections were co-stained with the CC1 (OL marker) and anti-NFH (axonal marker) antibodies. Nuclei were counter-stained with Hoechst-33258. The sections were selected based on results of WMS analysis that was done on a set of adjacent sections to define the injury site. Following image capture (Zeiss Observer.Z1, 10x objective, identical exposures) digitalized pictures were saved as gray scale jpeg files. A grid of 0.01 mm<sup>2</sup> squares (100 µm x 100 µm) was overlaid on the images over the ventral/ventrolateral WM. The numbers of CC1<sup>+</sup> OLs and all cells (defined by Hoechst-stained

nuclei) were counted manually in ventral (V) and ventrolateral (VL) WM on each side at the injury epicenter and -1 mm rostrally or +1 mm caudally. At -1 mm or +1 mm V WM was defined as WM located between the tips of the ventral horns and VL WM was defined as WM lateral to the ventral horns and ventral to a coronal plane line through the middle point of the central canal. In the epicenter region, V WM was defined as an area between transverse or sagittal plane lines that were tangential to ventral or lateral borders of the grey matter lesion, respectively. The epicenter VL WM was located between the coronal and sagittal plane lines that intersected the middle point of a section and were tangential to a lateral border of the grey matter injury site, respectively. The grey matter injury site was identified as an area that contained densely packed cells of the fibrotic scar, as visualized with Hoechst. For each animal, two sections from each region were analyzed; in each section all cells in the V- or VL WM were counted. The average total number of cells counted per animal was 466 or 426 or 502 for V WM and 692 or 629 or 738 for VL WM at the epicenter, -1 mm, or, +1 mm locations, respectively. Axonal density was quantified using the same sections and identical region definitions as described for cell counting. Each region was traced on both sides and the areas of the positive NFH signal and Hoechst-stained nuclei were determined. The area measurements were performed using the NIH ImageJ after adjusting the “threshold” parameter to separate a positive signal from the background. The threshold parameter was manually adjusted for each section to cover exclusively positive signals of NFH or Hoechst. The ratio of pixels above the threshold to all pixels was calculated for both NFH and Hoechst and then presented as the NFH/Hoechst ratio (axonal density). The imaging, as well as image processing and analysis including cell counting, were done without knowledge of the genotype.

## Supplementary References

- 1 Engesser-Cesar, C., Anderson, A. J., Basso, D. M., Edgerton, V. R. & Cotman, C. W. Voluntary wheel running improves recovery from a moderate spinal cord injury. *J Neurotrauma* **22**, 157-171, doi:10.1089/neu.2005.22.157 (2005).
- 2 Basso, D. M. *et al.* Basso Mouse Scale for locomotion detects differences in recovery after spinal cord injury in five common mouse strains. *J Neurotrauma* **23**, 635-659, doi:10.1089/neu.2006.23.635 (2006).
- 3 Luchetti, S. *et al.* Comparison of immunopathology and locomotor recovery in C57BL/6, BUB/BnJ, and NOD-SCID mice after contusion spinal cord injury. *J Neurotrauma* **27**, 411-421, doi:10.1089/neu.2009.0930 (2010).
- 4 Magnuson, D. S. *et al.* Functional consequences of lumbar spinal cord contusion injuries in the adult rat. *J Neurotrauma* **22**, 529-543, doi:10.1089/neu.2005.22.529 (2005).
- 5 Ohri, S. S. *et al.* Attenuating the endoplasmic reticulum stress response improves functional recovery after spinal cord injury. *Glia* **59**, 1489-1502, doi:10.1002/glia.21191 (2011).
- 6 Lytle, J. M. & Wrathall, J. R. Glial cell loss, proliferation and replacement in the contused murine spinal cord. *Eur J Neurosci* **25**, 1711-1724, doi:10.1111/j.1460-9568.2007.05390.x (2007).
- 7 Zhang, Y. *et al.* An RNA-sequencing transcriptome and splicing database of glia, neurons, and vascular cells of the cerebral cortex. *J Neurosci* **34**, 11929-11947, doi:10.1523/JNEUROSCI.1860-14.2014 (2014).

**Figure S1. Validation of BMAL1 immunostaining.** Staining with the rabbit anti-BMAL1 antibody or normal rabbit non-immune IgG was performed in WT and *Bmal1*<sup>-/-</sup> spinal cord tissue as indicated. The tissue was prepared at dpi 7 as described in Fig. 7. High power images of cells in the penumbral WM are shown. Note the absence of BMAL1 signal in *Bmal1*<sup>-/-</sup> tissue. Also, no signal was observed in WT tissue using non-immune IgG instead of anti-BMAL1 antibody.

**Figure S2. BMAL1 is ubiquitously expressed in spinal cord neurons.** Low power images of co-immunostaining for BMAL1 and the pan-neuronal marker NeuN in WT spinal cord of sham and SCI mice at dpi 1 (animals and sections were as described for Fig. 2; SCI images are from the injury penumbra region, 0.5-1 mm from the injury epicenter). Arrows and arrowheads point to BMAL1<sup>+</sup> neurons.

**Figure S3. BMAL1 is expressed in spinal cord astrocytes.** Low power images of co-immunostaining for BMAL1 and the astrocyte marker GFAP in WT spinal cord of sham and SCI mice at dpi 1 (animals and sections were as described for Fig. 2; SCI images are from the injury penumbra region, 0.5-1 mm from the injury epicenter). Arrows and arrowheads point to BMAL1<sup>+</sup> astrocytes.

**Figure S4. BMAL1 is expressed in spinal cord OLs.** Low power images of co-immunostaining for BMAL1 and the OL marker epitope CC1 in WT spinal cord of sham and SCI mice at dpi 1 (animals and sections were as described for Fig. 2; SCI images are from the injury penumbra region, 0.5-1 mm from the injury epicenter). Arrows and arrowheads point to BMAL1<sup>+</sup> OLs. In SCI tissue, positive CC1 staining in grey matter neuron-like cells is likely non-specific (asterisks).

**Figure S5. BMAL1 is detectable in some spinal cord microvessels.** Low power images of co-immunostaining for BMAL1 and the EC marker PECAM1 in WT spinal cord of sham and SCI mice at dpi 1 (animals and sections were as described for Fig. 2; SCI images are from the injury penumbra region, 0.5-1 mm from the injury epicenter). Arrows and arrowheads point to BMAL1<sup>+</sup> ECs.

**Figure S6. High representation of OPC-enriched genes among those downregulated in *Bmal1*<sup>-/-</sup> spinal cord may be biased due to extensive reduction in proliferation-associated genes in *Bmal1*<sup>-/-</sup> mice. (a)** Gene count of the overlap between *Bmal1*<sup>-/-</sup> highly regulated mRNAs

and the top 500 brain OPC-enriched transcripts that were obtained from the BrainRnaSeq data base <sup>7</sup>. **(b)** GO enrichment for *Bmal1*<sup>-/-</sup> downregulated OPC genes. Note the high enrichment of cell proliferation-associated GOs. **(c)** GO enrichment for the top 500 brain OPC-enriched genes (of those 392 were annotated by NCBI's DAVID GO:BP algorithm) reveals high representation of cell proliferation-associated transcripts. As at dpi 3, SCI triggers proliferative responses in various cell types including OPCs, macrophages/microglia, ECs, PCs and perivascular fibroblasts. The apparent enrichment of pro-proliferative “OPC” genes in the *Bmal1*<sup>-/-</sup> downregulated transcriptome may represent reduced proliferation of those non-OPC cells.

**Figure S7. Reduced staining for the hemorrhage/BSCB disruption markers in *Bmal1*<sup>-/-</sup> mice at dpi 1.** The animals used and the subsequent immunostaining analyses were as described for Fig. 7. Representative images of immunostaining signals for hemoglobin (Hb), fibrin/fibrinogen, IgG, PECAM1 **(a)**, and, GFAP **(b)** throughout the lesion site including the injury epicenter and the penumbra. Note absence of GFAP<sup>+</sup> astrocytes from the injury epicenter (arrows). Relative staining area quantifications revealed reduced levels of fibrin/fibrinogen and IgG but not Hb, PECAM1 or GFAP (Fig. 7b). Calibration bar is 500 μm.

**Figure S8. Reduced post-SCI extravasation of IgM in *Bmal1*<sup>-/-</sup> mice.** The animals used and the subsequent immunostaining analyses were as described for Fig. 7. **(a)** Representative images of the lesion site. **(b)** IgM signal area quantifications. Note reduction of IgM staining in *Bmal1*<sup>-/-</sup> mice at both dpi 1 and dpi 7. Data in **(b)** are means ± SD (\*, p<0.05, *u*-test). Calibration bar is 500 μm.

**Figure S9. Reduced staining for the inflammatory markers CD36 and ICAM1, but not CD45, in *Bmal1*<sup>-/-</sup> mice at dpi 1.** The animals and immunostaining analysis were as described for Fig. 7. **(a)** Representative images of CD45, ICAM1 and CD36 staining in the lesion site. Note the scattered signals for CD45 and CD36 throughout the entire lesion area in WT tissue. At least some WT ICAM1 signal appears vascular. In *Bmal1*<sup>-/-</sup> samples, the CD45 staining pattern is similar to WT, while ICAM1 and CD36 signals appear reduced. Relative staining area quantifications confirmed significant reduction for CD36 and a downregulation trend for ICAM1 (p=0.059) but not CD45 (Fig. 8b). **(b)** Partial microvascular association of ICAM1 is indicated by co-localization with PECAM1 (arrows). Calibration bars are 500  $\mu$ m **(a)** and 100  $\mu$ m **(b)**.

**Figure S10.** The untrimmed image of the western blot shown in Fig. 1b. Positions of the molecular weight markers are indicated. Note presence of major bands with molecular masses corresponding to the expected size of the detected targets (mouse BMAL1, 69.4 kD, mouse GAPDH 35.8 kD).

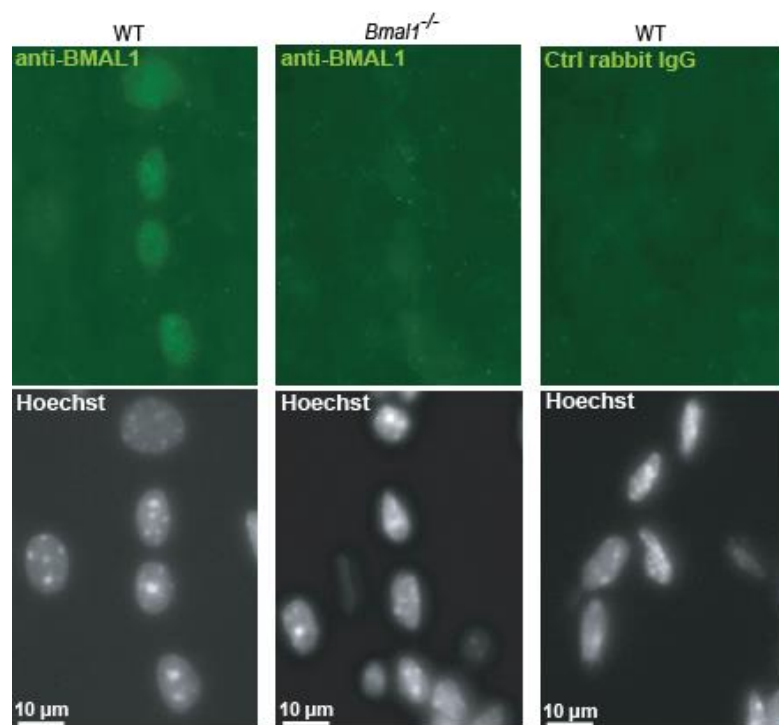

Slomnicki, Myers, Saraswat-Ohri et al., Fig. S1

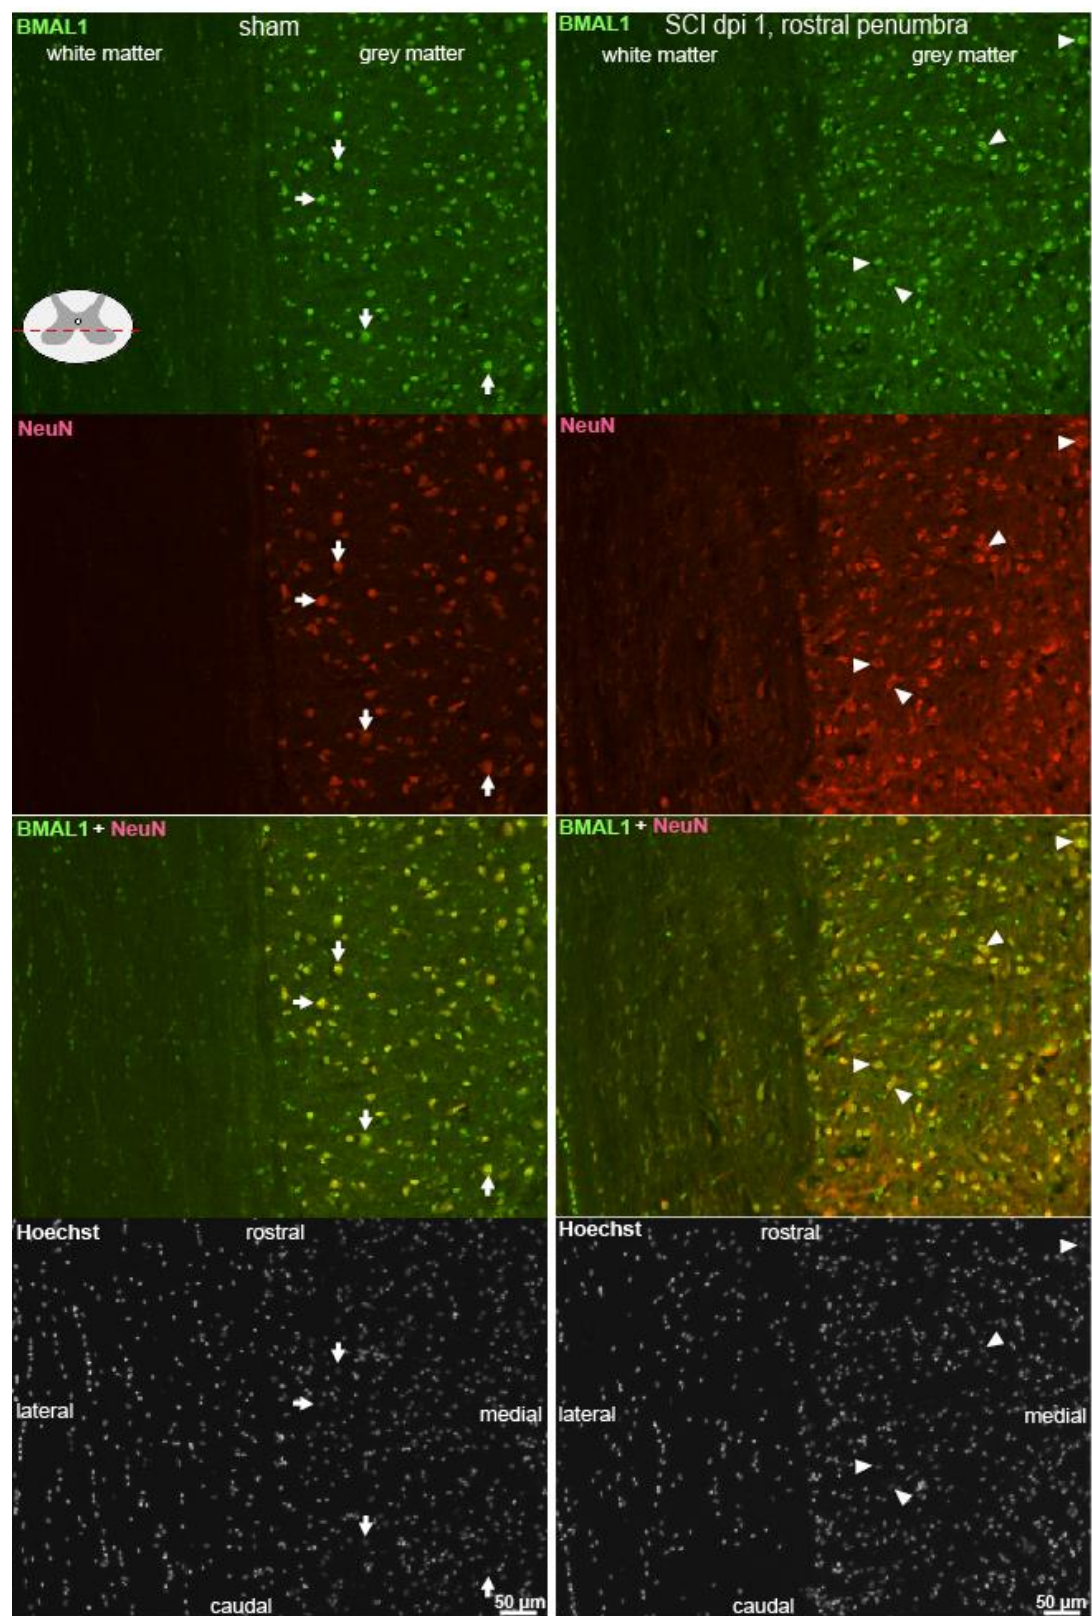

Slomnicki, Myers, Saraswat-Ohri et al., Fig. S2

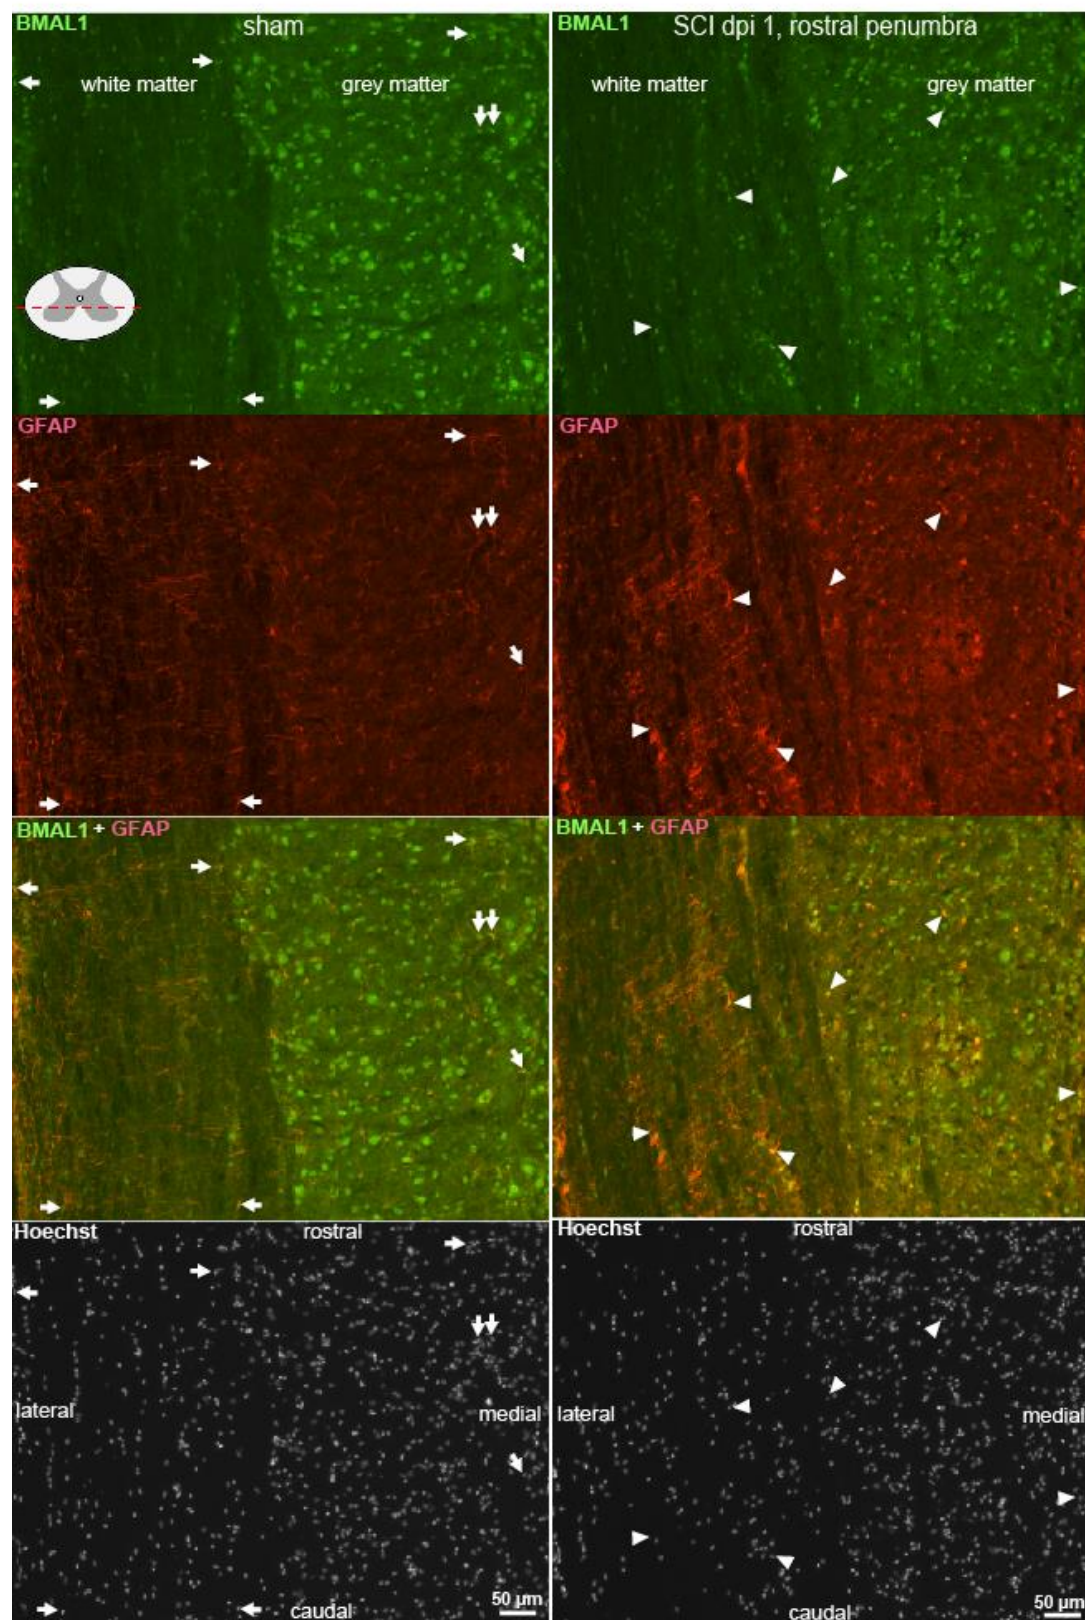

Slomnicki, Myers, Saraswat-Ohri et al., Fig. S3

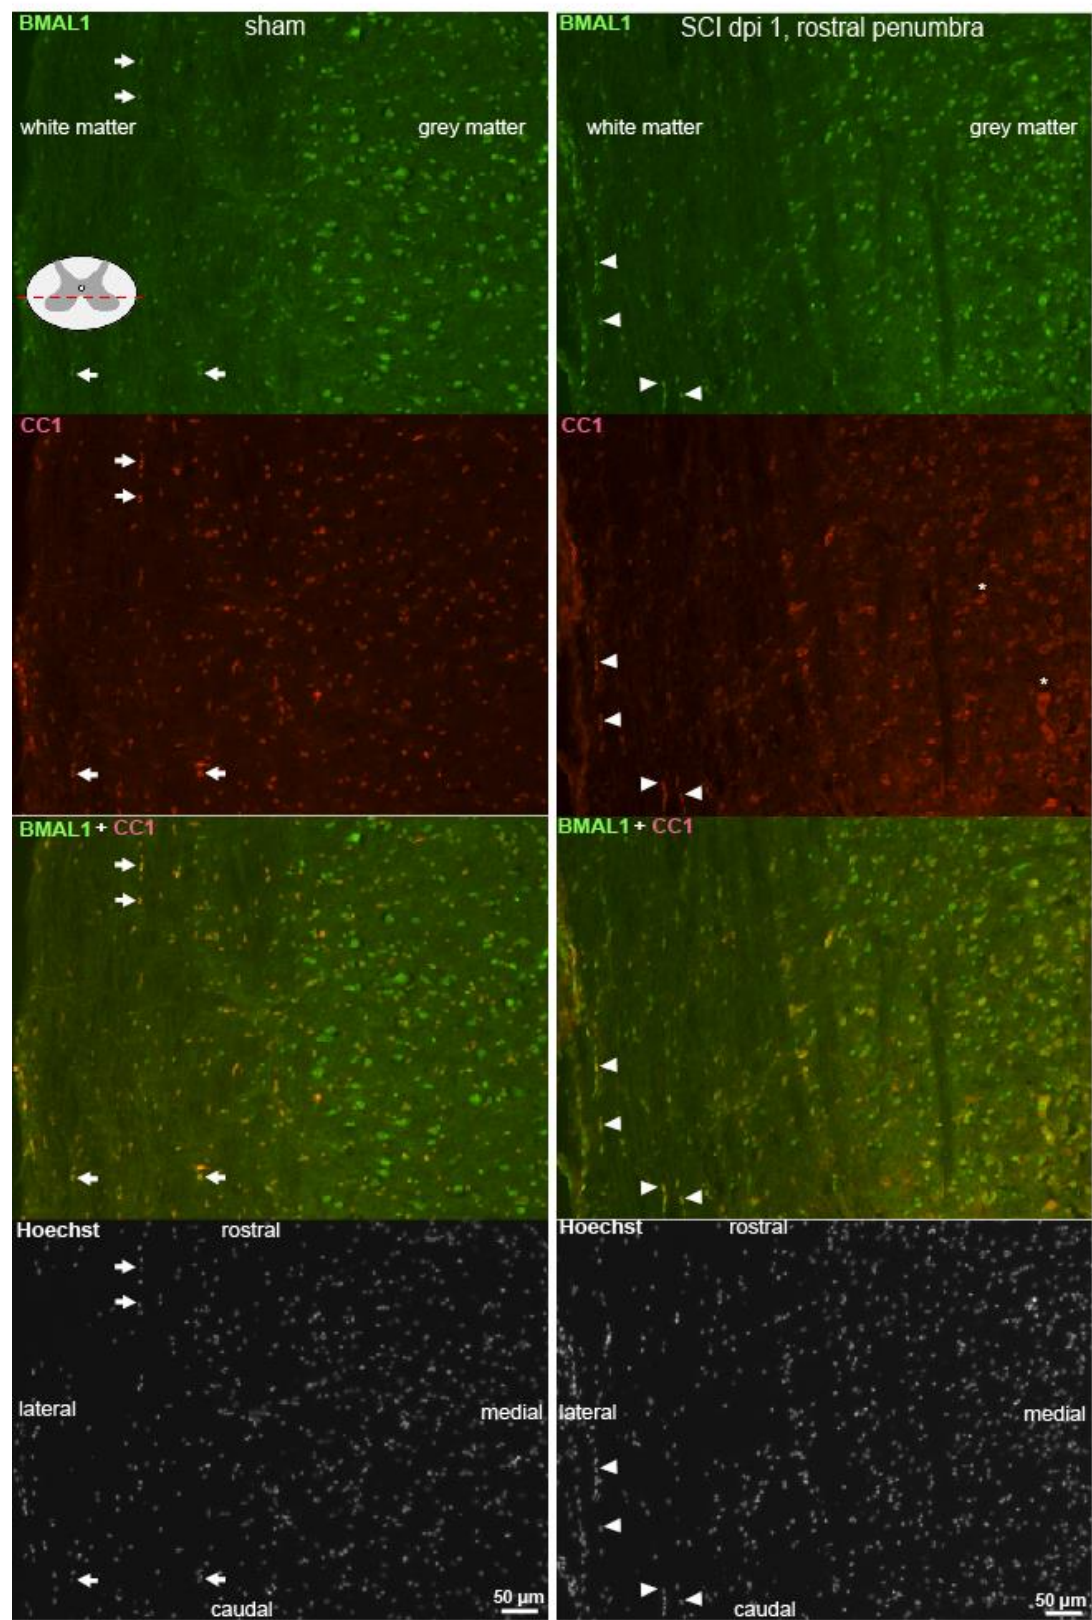

Slomnicki, Myers, Saraswat-Ohri et al., Fig. S4

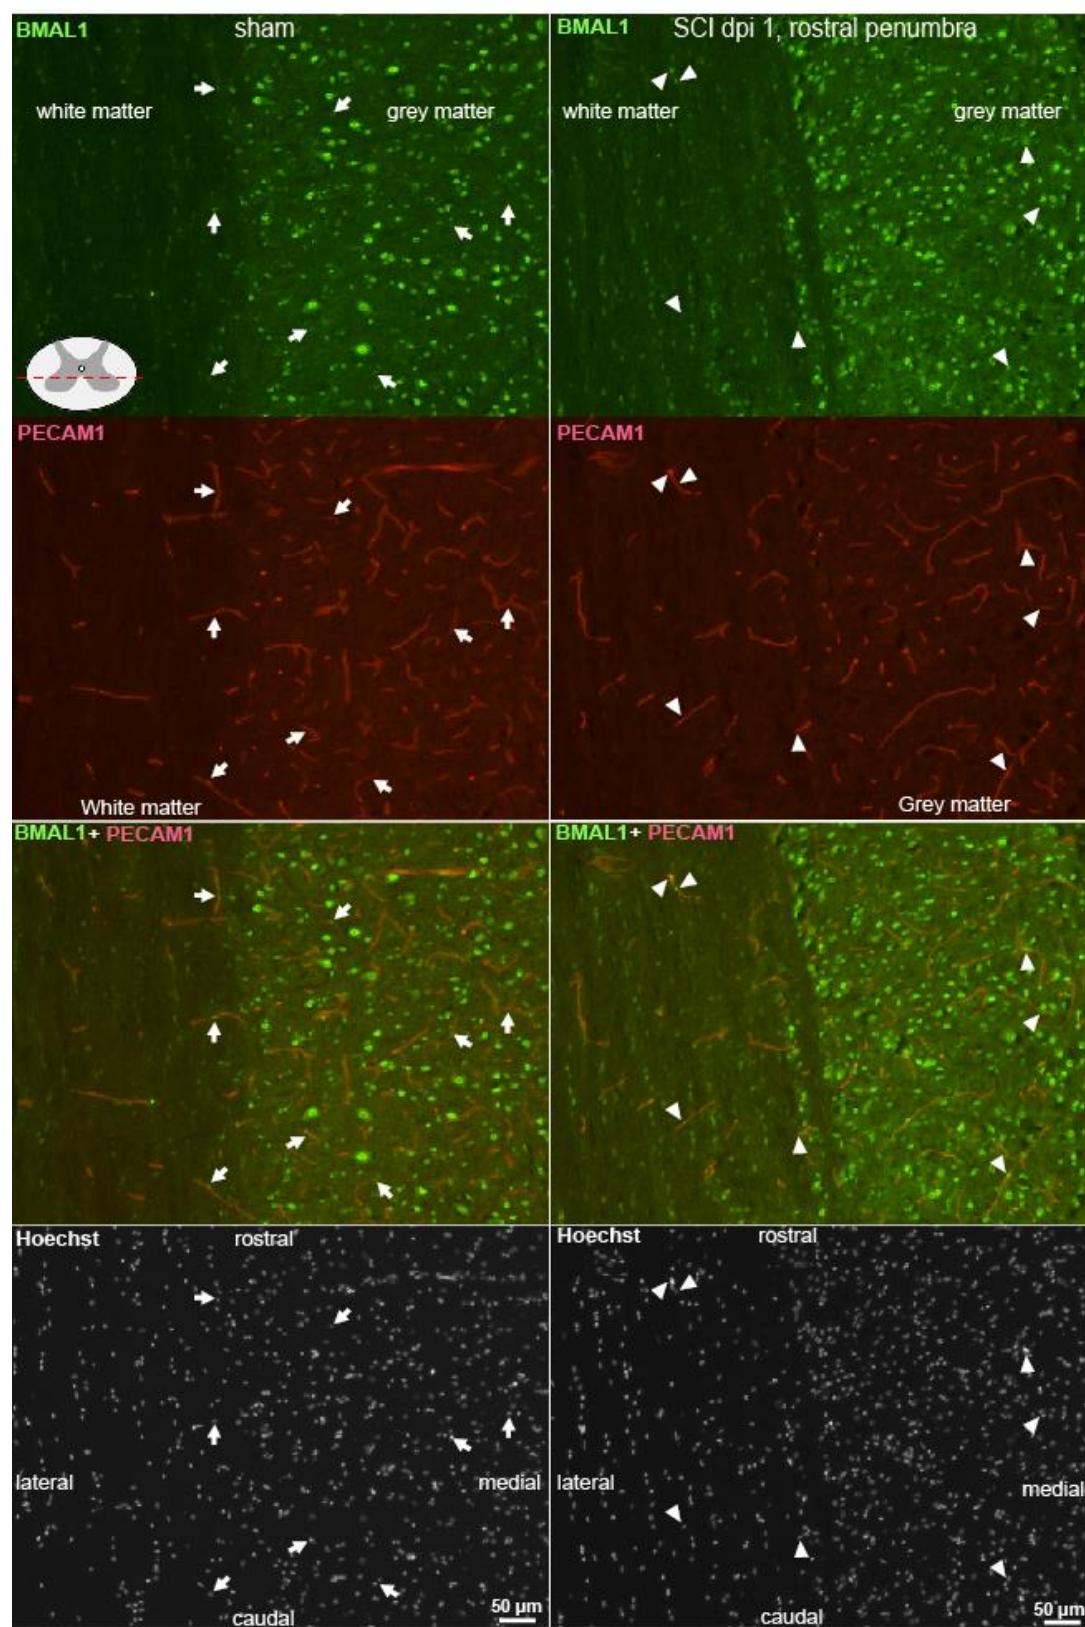

Slomnicki, Myers, Saraswat-Ohri et al., Fig. S5

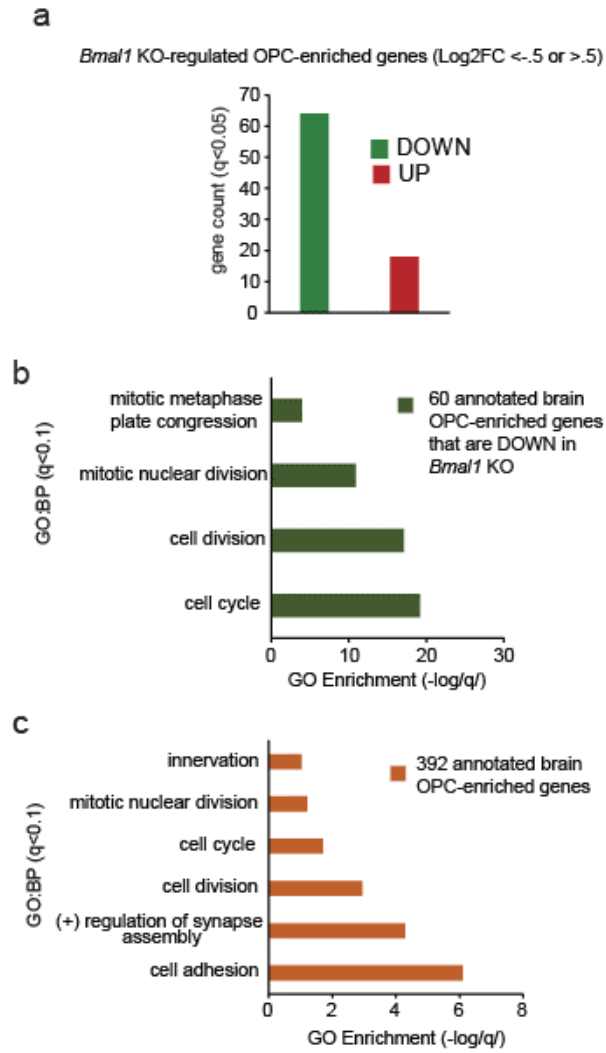

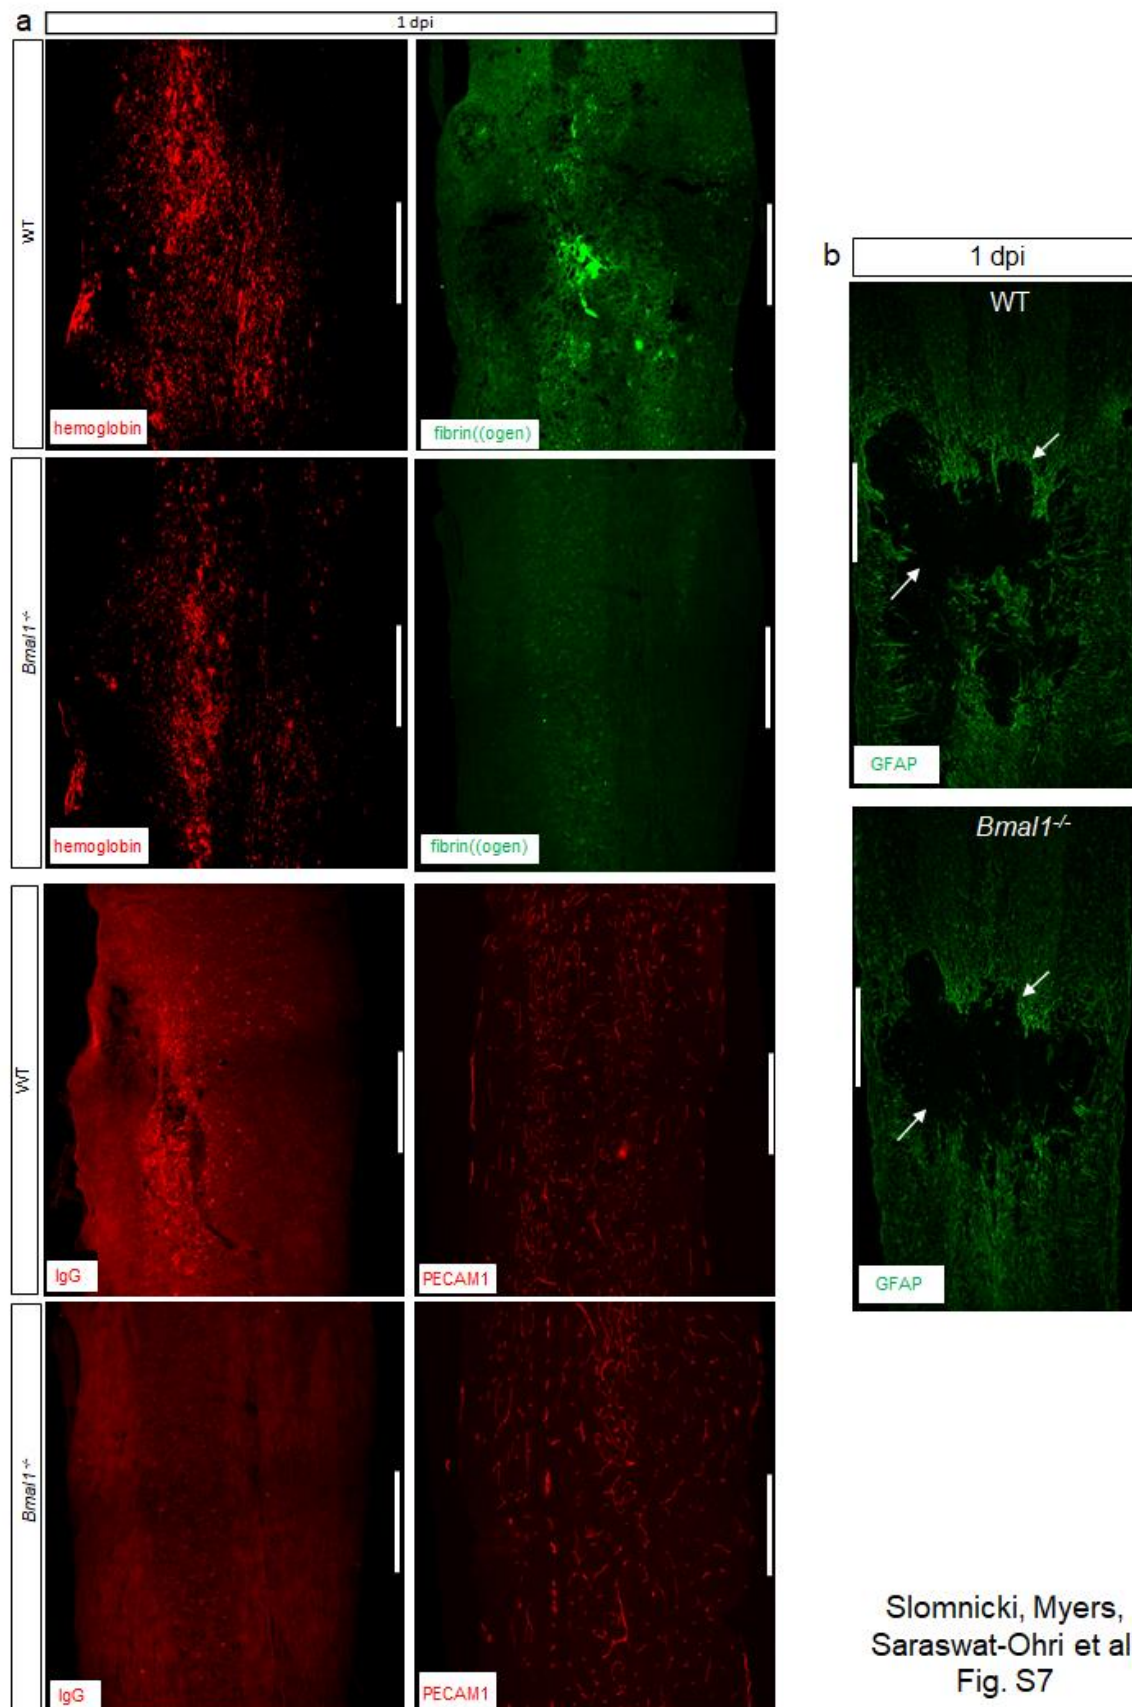

Slomnicki, Myers,  
Saraswat-Ohri et al.  
Fig. S7

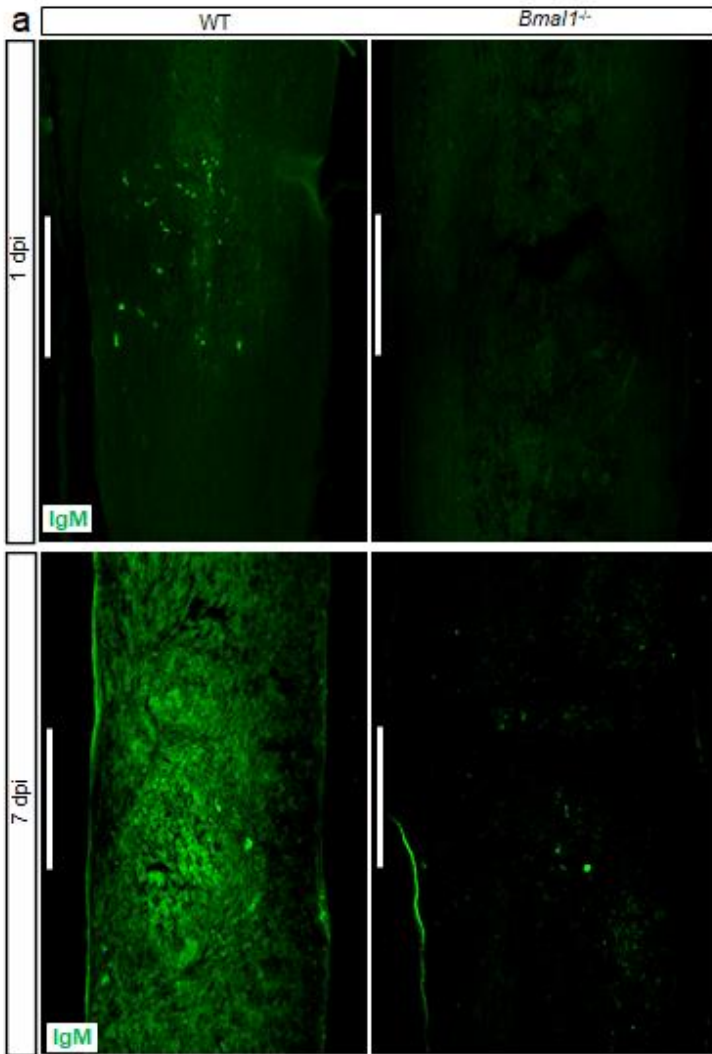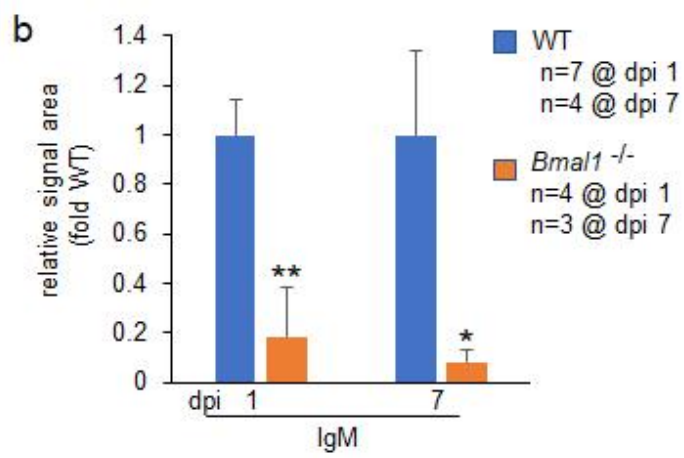

Slomnicki, Myers, Saraswat-Ohri et al. Fig. S8

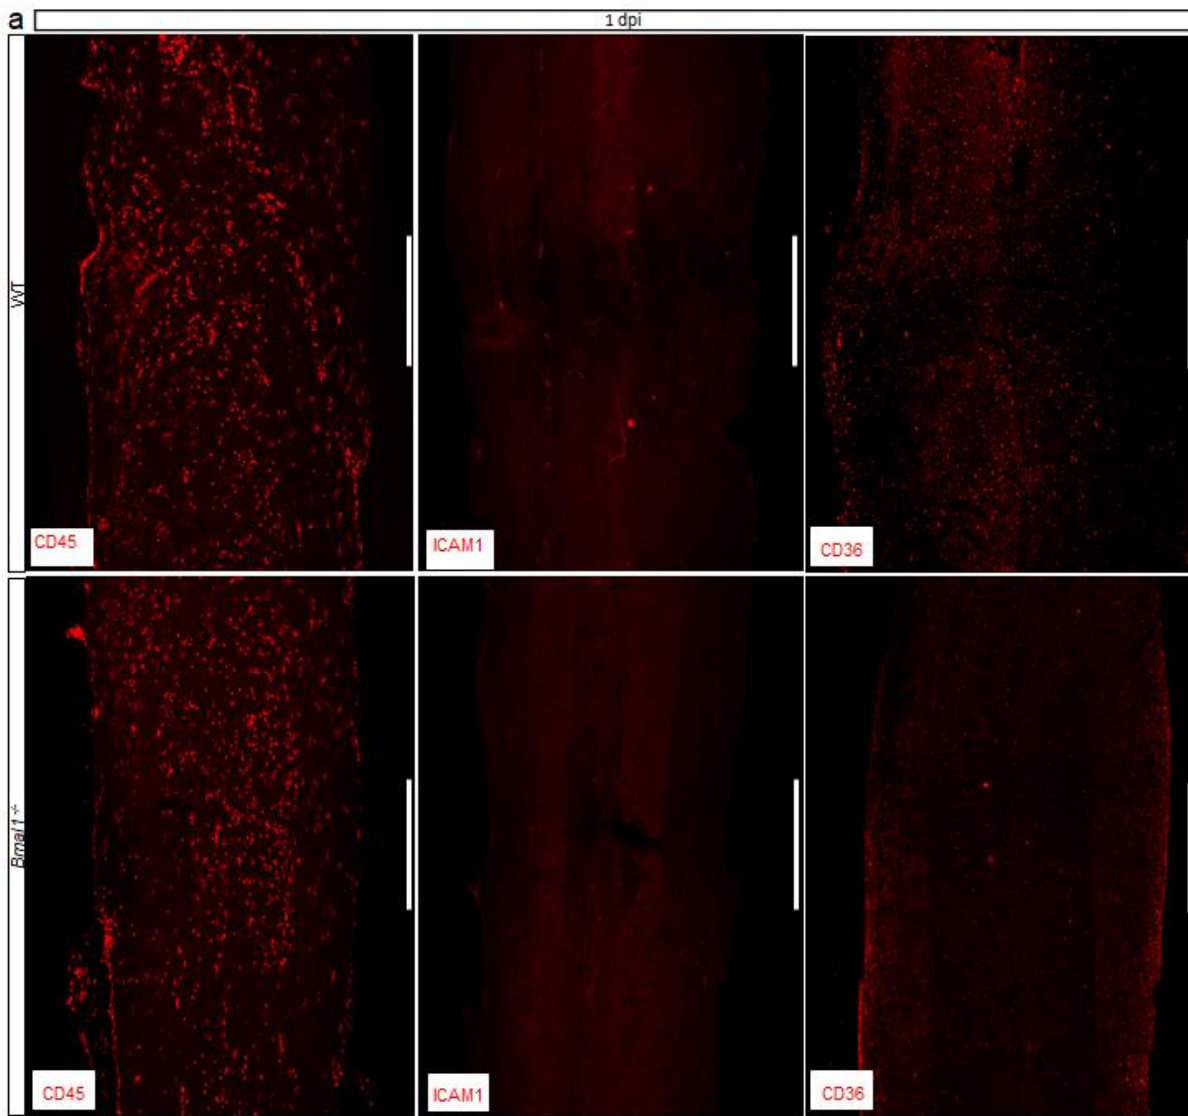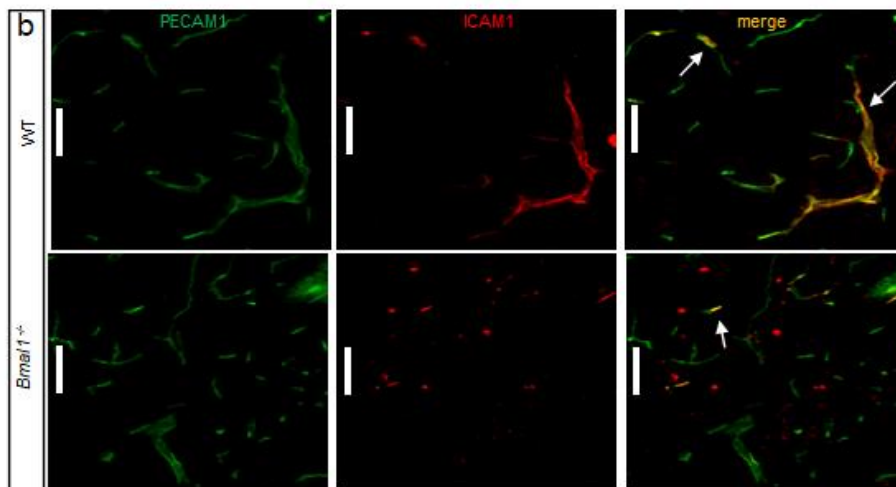

Slomnicki, Myers, Saraswat-Ohri et al. Fig. S9

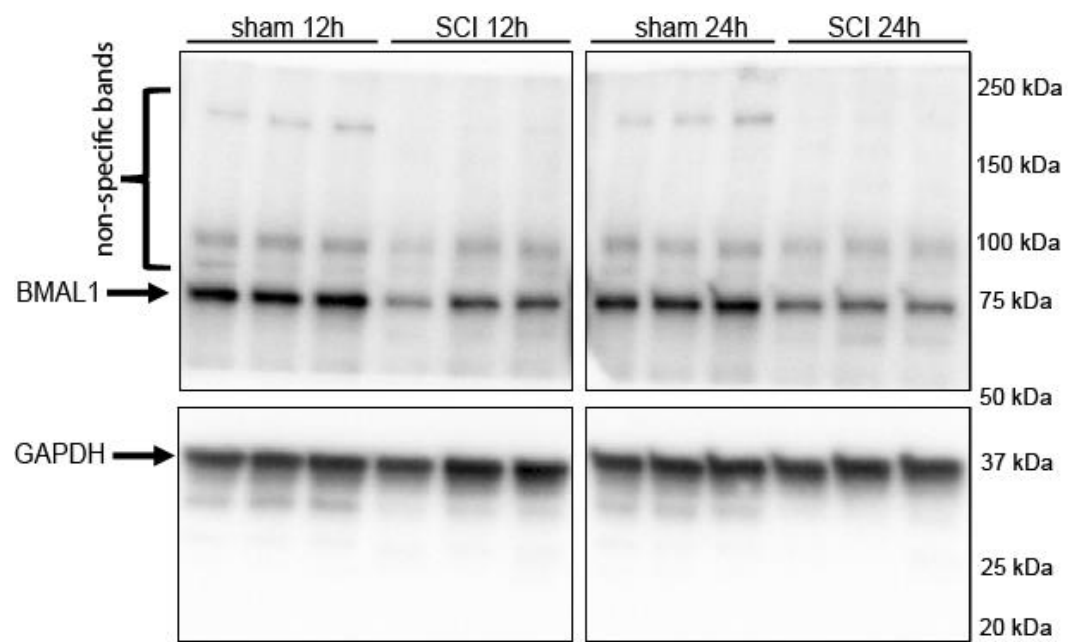

**Table S1. List of mRNAs whose expression is altered in *Bmal1*<sup>-/-</sup> mice on dpi 3 (a separate MS Excel spreadsheet is provided).**

**Table S2. Experimental design**

| Study (figure panel)                                                                                                            | Groups                                                                                                             | N (M:F)                                                                         | Dual sample use for other studies                                                                                                                     |
|---------------------------------------------------------------------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------|
| Analysis of clock pathway mRNAs after SCI (fig 1a)                                                                              | WT sham@6h<br>WT sham@24h<br>WT SCI@6h<br>WT SCI@24h                                                               | 2 (0:2)<br>3 (0:3)<br>4 (0:4)<br>4 (0:4)                                        | None                                                                                                                                                  |
| Western blot analysis of BMAL1 expression after SCI (fig 1b, c)                                                                 | WT sham@12h<br>WT sham@24h<br>WT SCI@12h<br>WT SCI@24h                                                             | 3 (0:3)<br>6 (0:6)<br>3 (0:3)<br>6 (0:6)                                        | None                                                                                                                                                  |
| Identification of BMAL1+ cells in sham or SCI spinal cord tissue using co-immunostaining (fig 2, 3 and S1-S5)                   | WT sham@24h<br>WT SCI@24h                                                                                          | 3 (0:3)<br>3 (0:3)                                                              | None                                                                                                                                                  |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on clock pathway mRNAs after SCI (fig 4a)                             | WT SCI@dpi 3<br><i>Bmal1</i> <sup>-/-</sup> SCI@dpi 3                                                              | 5 (1:4) <sup>a</sup><br>5 (1:4) <sup>a</sup>                                    | Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on acute loss of cell marker mRNAs (fig 5a)                                                 |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on locomotor recovery (fig 4b) <sup>b</sup>                           | WT SCI<br><i>Bmal1</i> <sup>-/-</sup> SCI                                                                          | 14 (7:7)<br>10 (3:7) <sup>a</sup>                                               | Analyzing WMS (fig 4c, d)<br>Analyzing chronic effects on OL content and axonal density (fig 5b-d)                                                    |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on WMS (fig 4c, d)                                                    | WT SCI@ dpi 42<br><i>Bmal1</i> <sup>-/-</sup> SCI@ dpi 42                                                          | 9 (5:4)<br>6 (2:4) <sup>a</sup>                                                 | None                                                                                                                                                  |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on OL content/axonal density (fig 5b-d)                               | WT SCI@ dpi 42<br><i>Bmal1</i> <sup>-/-</sup> SCI@ dpi 42                                                          | 5 (2:3) <sup>a</sup><br>4 (1:3) <sup>a</sup>                                    | None                                                                                                                                                  |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on the transcriptome of the injured spinal cord (fig 6, S6)           | WT SCI@ dpi 3<br><i>Bmal1</i> <sup>-/-</sup> SCI@ dpi 3                                                            | 4 (2:2)<br>3 (1:2) <sup>a</sup>                                                 | None                                                                                                                                                  |
| Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on markers of BSCB disruption and neuroinflammation (fig 7, 8, S7-S9) | WT SCI@ dpi 1<br><i>Bmal1</i> <sup>-/-</sup> SCI@ dpi 1<br>WT SCI@ dpi 7<br><i>Bmal1</i> <sup>-/-</sup> SCI@ dpi 7 | 7 (2:5) <sup>a</sup><br>4 (0:4) <sup>a</sup><br>4 (2:2)<br>3 (1:2) <sup>a</sup> | Analyzing effects of <i>Bmal1</i> <sup>-/-</sup> genotype on blood cell count and expression of selected coagulation factors on dpi 1 (Table S3, S3') |

<sup>a</sup> in studies using *Bmal1*<sup>-/-</sup> mice unbalanced gender ratios were caused by (i) limited availability of males of comparable age, (ii) peri-operative loss of animals, and/or, (iii) initial genotyping errors that were later corrected by terminal genotyping resulting in group re-assignments.

<sup>b</sup> the study included two separate experiments using two batches of age-matched mice. For BMS analysis of locomotor recovery, data from both experiments were analyzed together. Tissues that were terminally collected from experiment 1 or experiment 2 (dpi 42) were used for WMS analysis or OL content/axonal density determination, respectively.

**Supplementary Table S3. Complete blood count analysis at dpi 1: no significant differences between genotypes were detected.**

| Parameter            | WT <sup>a</sup> | <i>Bmal1</i> <sup>-/-</sup> <sup>b</sup> |
|----------------------|-----------------|------------------------------------------|
| PLT*k/μl (platelets) | 878.67 ± 24.5   | 832 ± 50.24                              |
| MPV*fL               | 6.8 ± 0.27      | 6.18 ± 0.18                              |
| RBC*M/μl             | 10 ± 1.67       | 9.5 ± 0.73                               |
| HGB [g/dL]           | 14.77 ± 2.1     | 14.43 ± 1.145                            |
| HCT [%]              | 49.57 ± 9.35    | 47.65 ± 4.45                             |
| WBC*k/μl             | 1.683 ± 0.279   | 2.533 ± 0.609                            |
| Neut*k/μl            | 0.373 ± 0.165   | 0.725 ± 0.283                            |
| Lymph*k/μl           | 1.207 ± 0.148   | 1.73 ± 0.37                              |
| Mono*k/μl            | 0.08 ± 0.02     | 0.065 ± 0.01                             |
| Eo*k/μl              | 0.02 ± 0.01     | 0.013 ± 0.005                            |
| Baso*k/μl            | 0               | 0                                        |
| MCV [fL]             | 49.2 ± 1.32     | 50 ± 0.76                                |
| MCH [pg]             | 14.9 ± 0.42     | 15.18 ± 0.1                              |
| MCHC [g/dl]          | 30.4 ± 1.65     | 30.38 ± 0.39                             |
| RDW-SD [fL]          | 29.4 ± 1.74     | 30.15 ± 1.41                             |
| RDW-CV [%]           | 23.93 ± 2.13    | 23.43 ± 1.08                             |
| RET [K/μL]           | 428.3 ± 56.94   | 354.425 ± 13.66                          |
| PDW [fL]             | 8.67 ± 0.47     | 7.5 ± 0.36                               |
| P-LCR [%]            | 6.73 ± 1.14     | 3.825 ± 0.55                             |
| PCT [%]              | 0.603 ± 0.037   | 0.515 ± 0.047                            |

**Supplementary Table S3'. qPCR analysis of liver RNA at dpi 1 (all expression levels normalized to *Gapdh*): in KOs, *Bmal1* mRNA is undetectable and *Nr1d1* is low.**

| Gene                      | WT (fold change WT) | <i>Bmal1</i> <sup>-/-</sup> (fold change WT) |
|---------------------------|---------------------|----------------------------------------------|
| <i>F7</i>                 | 1 ± 0.174           | 0.78 ± 0.13                                  |
| <i>Vwf</i>                | 1 ± 0.21            | 0.83 ± 0.12                                  |
| <i>Fga</i> (fibrinogen α) | 1 ± 0.244           | 1.252 ± 0.218                                |
| <i>Fgb</i> (fibrinogen β) | 1 ± 0.228           | 1.533 ± 0.199                                |
| <i>Fgg</i> (fibrinogen γ) | 1 ± 0.235           | 2.156 ± 0.625                                |
| <i>Bmal1/Arntl</i>        | 1 ± 0.189           | undetectable                                 |
| <i>Nr1d1</i>              | 1 ± 0.135           | <b>0.044 ± 0.009*</b>                        |

<sup>a</sup> n=3, all F, all littermates of *Bmal1*<sup>-/-</sup> mice

<sup>b</sup> n=4, all F

\* p<0.05, *u*-test

**Supplementary Table S4. List of primary antibodies for immunofluorescence.**

| <b>Antibody</b>                   | <b>Origin</b> | <b>Dilution</b> | <b>Company</b>         | <b>Catalog#</b> |
|-----------------------------------|---------------|-----------------|------------------------|-----------------|
| anti-BMAL1                        | Rabbit        | 1:500           | Novus Biologicals      | NB100-2288      |
| anti-APC (CC-1)                   | Mouse         | 1:100           | Calbiochem             | OP80            |
| anti-CD31 (PECAM1)                | Rat           | 1:200           | BD Pharmaceutical      | 550274          |
| anti-GFAP                         | Chicken       | 1:200           | Millipore              | AB5541          |
| anti-NeuN                         | Mouse         | 1:200           | Millipore              | MAB377          |
| anti-Neurofilament H (NFH)        | Chicken       | 1:500           | Millipore              | AB5539          |
| anti-hemoglobin $\alpha$ (HBA1+2) | rabbit        | 1:150           | LifeSpan BioSciences   | LS-C409143      |
| anti-fibrinogen ( $\alpha$ chain) | rabbit        | 1:150           | Bioss Antibodies       | bs-7548R        |
| anti-CD45 (IBL-5/25)              | rat           | 1:150           | Millipore              | CBL1326         |
| anti-CD36 (IgA; CRF-D2712)        | mouse         | 1:100           | BD Pharmingen          | 552544          |
| anti-CD54 (ICAM, clone 3E2)       | hamster       | 1:100           | BD Pharmingen          | 550287          |
| anti-Von Willebrand factor        | sheep         | 1:100           | Novus Biologicals      | NB100-62174     |
| anti-IgG                          | donkey        | 1:200           | Jackson ImmunoResearch | 715-546-150     |
| anti-IgM                          | donkey        | 1:100           | Jackson ImmunoResearch | 715-156-020     |
|                                   |               |                 |                        |                 |
| Rabbit IgG control                |               | 1:500           | Novus Biologicals      | AB-105-C        |
| Mouse IgG control                 |               | 1:100           | Invitrogen             | 08-6599         |
| Hamster IgG control               |               | 1:100           | Invitrogen             | HM00            |
| Rat IgG control                   |               | 1:150           | Abcam                  | ab37361         |
| Sheep IgG control                 |               | 1:100           | Abcam                  | ab37385         |

**Supplementary Table S5. List of qPCR primers.**

| <b>Gene</b>    | <b>Assay ID (ThermoFisher Scientific TaqMan Assay)</b>                       |
|----------------|------------------------------------------------------------------------------|
| <i>Map2</i>    | Mm00485230_m1                                                                |
| <i>Eno2</i>    | Mm00469062_m1                                                                |
| <i>Mbp</i>     | Mm01266402_m1                                                                |
| <i>Plp1</i>    | Mm01297210_m1                                                                |
| <i>Nos3</i>    | Mm00435217_m1                                                                |
| <i>Ccl2</i>    | Mm00441242_m1                                                                |
| <i>Ptgs2</i>   | Mm00478374_m1                                                                |
| <i>Adamts8</i> | Mm00479220_m1                                                                |
| <i>Aplnr</i>   | Mm00442191_s1                                                                |
| <i>Ptgis</i>   | Mm00447271_m1                                                                |
| <i>Slco2a1</i> | Mm00459638_m1                                                                |
| <i>F7</i>      | Mm00487329_m1                                                                |
| <i>Vwf</i>     | Mm00550376_m1                                                                |
| <i>Fga</i>     | Mm00802584_m1                                                                |
| <i>Fgb</i>     | Mm00805336_m1                                                                |
| <i>Fgg</i>     | Mm00513575_m1                                                                |
|                |                                                                              |
| <b>Gene</b>    | <b>Primer sequences used for SybrGreen reactions</b>                         |
| <i>Arntl</i>   | For: 5'-GCAGTGCCACTGACTACCAAGA-3'<br>Rev: 5'-TCCTGGACATTGCATTGCAT-3'         |
| <i>Cry1</i>    | For: 5'-CCCAGGCTTTTCAAGGAATGGAACA-3'<br>Rev: 5'-TCTCATCATGGTCATCAGACAGAGG-3' |
| <i>Per1</i>    | For: 5'-TCCTCCTCCTACACTGCCTCT-3'<br>Rev: 5'-TTGCTGACGACGGATCTTT-3'           |
| <i>Nr1d1</i>   | For: 5'-ACGACCCTGGACTCCAATAA-3'<br>Rev: 5'-CCATTGGAGCTGTCACTGTAGA-3'         |
| <i>Dbp</i>     | For: 5'-AATGACCTTTGAACCTGATCCCGCT-3'<br>Rev: 5'-GCTCCAGTACTTCTCATCCTTCTGT-3' |

How the deposited data were processed for this re-analysis (not part of the article)

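RNASeq was made from contused spinal cord at dpi 3, from 3 mice labelled *Bmal1*-/- and 4 WT mice, with 1 library per mouse and no pooling. The authors prepared stranded poly-A libraries, aligned reads with Tophat2 and counted them per gene with HTSeq. The deposited values are raw counts without normalization, which was checked on the values: they are whole numbers whose total differs between libraries. The genes are 21965, of which 3039 have no count in any library. The total count per library ran from 38529644 to 44096737, with a median of 39955366 in the libraries labelled *Bmal1*-/- and 38947637.5 in WT. Spread between mice, not counting error, limits the precision of all but the least abundant genes, and the common dispersion was 0.0342. A fold change against libraries at or under 3 counts is given as a lower bound.

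Genes were filtered with edgeR's filterByExpr on genotype, which left 15743. They were normalized with TMM and tested with edgeR's quasi-likelihood test on genotype (edgeR 4.0.16, limma 3.58.1 and R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. Gene lists were tested with limma's camera on log2 CPM (counts scaled by library size) with a prior count of 2 and a preset correlation of 0.01 between genes. Lists with at least 5 tested genes were used, and their value is the median log2 fold change of the members. The 31 lists tested were the genes of Fig. 6g, clock genes, other genes the paper names, markers of EC, pericytes, fibroblasts, astrocytes, oligodendrocytes, OPCs, neurons, microglia, macrophages, neutrophils, Schwann cells, skeletal muscle and red cells, chemokines and cytokines, vessel hemostasis genes, antioxidant genes, the S and G2/M lists of Seurat 5.3.0 and 10 Reactome lists of fgsea 1.28.0. A further list of sex genes checked the labels, and was also among the lists over which the permutation tests were adjusted. The marker lists were written from general knowledge before the data were examined. Comparisons of list means used exact two-sided permutation tests, where 3 against 4 libraries give no p under 0.0286. Gene positions, overlaps, GC content and lengths came from GENCODE release 21 for mouse. Plots were drawn with matplotlib 3.10.9 and python 3.11.15.

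The genes named are those the paper names for the transcriptome, its qPCR or its immunostaining, and the 10 largest rises and 10 largest falls among called genes whose genotypes do not overlap. Called genes within 15 Mb of *Arntl* that do not overlap were also named. Some genes that meet these rules are not reported here. These rules, the tests of genes and lists and the alternatives were set before the data were examined. Most tests of explanations among the additional observations were not, as stated there. Among the alternatives, a removal of the GC content and length trend and a draw of every library down to the lowest total were also chosen after seeing the data. The other alternatives were DESeq2 1.42.0 with and without its fold change prior, limma-voom, RLE size factors, upper-quartile normalization, no filter beyond 1 count, a mean count of at least 10, sex as a covariate, a replicate block, each library left out in turn, and for lists an estimated correlation, fry and over-representation. The same tests were also run on all 35 splits of the 7 libraries into 3 and 4.

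The methods were tested on simulated data with 200 changed genes. edgeR recovered 87% of them with 13 false calls, 6.95% of its calls. DESeq2 recovered 95% with 58 false calls, 23.4% of its calls. The simulation used the dispersions that edgeR estimated. Such shares depend on the number of changed genes. Camera called the lowered list and none of the 28 lists without a changed gene. The simulated genes were drawn independently of each other. This could therefore not show how often camera calls lists whose genes vary together, as in real samples. GO terms, the published cell type lists and the published disruption module beyond the genes shown in Fig. 6g were not used here. The copy of Table S1 at hand lists 1450 genes, 874 lower and 576 higher, where the paper's text gives 874 and 578, so no overlap with that table was computed.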

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

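The calls of genes and lists, the naming of genes near *Arntl* and the fits without single libraries were set before the data were examined. All other tests in this part were chosen after the results were seen.

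WT replicate 3 lay apart from the other WT libraries. Its distance from the nearest other WT library was a large share of the WT range for the list of vessel hemostasis genes (0.845) and for *Spon1* (0.838), *Mylpf* (0.919), *Cry2* (0.876), *Aplnr* (0.835), *Hba-a1* (0.841), *Hba-a2* (0.873), *Hbb-bs* (0.941) and *Map2* (0.849). Each is above the critical value of Dixon's test for 4 samples. Of 113 measures 10 were above it, where chance gives 5.6, and in 9 of these the library was WT replicate 3. The genes are not independent of each other. A mislabelled sample is argued against, since WT replicate 3 lay with the WT libraries in 7 of 7 clock genes that were called with a change of more than 2-fold in the fit without it, and its Y chromosome genes were those of a male. More blood and immune cells and less neural tissue in that sample stay open. In 5 lists picked after the values were seen, WT replicate 3 was highest of the WT libraries for red cell, macrophage and neutrophil genes and lowest for neuron and astrocyte genes. Of the other lists of these kinds, chemokine and cytokine genes were also highest in it (mean log2 level 2.40, against at most 1.653 in the other WT libraries) and OPC genes lowest (5.683, against at least 5.832). The microglia and oligodendrocyte lists did not follow. Microglia genes were highest in WT replicate 4 (6.765, against 6.354 in replicate 3). Oligodendrocyte genes in replicate 3 (9.32) were above those in WT replicates 1 and 2 (9.07 and 9.29), and *Mbp* was highest in it (19940 CPM). Whether this came from the dissection or from the injury of that mouse was not tested.

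The skeletal muscle list had a median log2 fold change of -2.58 in the libraries labelled *Bmal1*-/-. The text of the paper does not discuss it, though Fig. 6c names muscle contraction. Among the WT libraries, replicate 4 was far from the others on this list (0.842 of the range). Muscle carried over with only some WT cords is argued against, since 4 of 4 WT libraries were above all 3 libraries labelled *Bmal1*-/-. Other values point the other way. The spread of these genes between WT libraries was at the 94.5 percentile of random lists, and their ranks over the WT libraries were more alike than chance (Kendall's W 0.164, permutation p = 0.03, the 96.1 percentile of matched lists). Muscle in all 4 WT samples and in none of the samples labelled *Bmal1*-/- cannot be told apart from a change of expression. Of the 18 genes 15 were lower in each library labelled *Bmal1*-/- than in each WT library, while *Casq1*, *Eno3* and *Pygm* were not, and the high level of *Pygm*, 71.8 to 146 CPM in WT, would hide a small share of muscle. The most abundant of the other muscle genes, *Acta1*, had 8.52 to 21.7 CPM in WT. An effect of genotype also remains open.

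Called genes were dense around *Arntl* on chromosome 7. Within 15 Mb of it 16 of 323 genes were called (4.95%), 13 lower and 3 higher, against 231 of 15420 elsewhere (1.5%). They were *Trim12a* (at least 118-fold lower), *Gvin1* (at least 7.87-fold lower), *Trim30d* (-5.29), *Atp2a1*, *Trim5* (-3.53), *Hbb-bt*, *Trim34a*, *Mylpf*, *Itpripl2*, *Coq7*, *Pgap2*, *Tmc7* and *Arl6ip1*, which were lower, and *Trim34b* (4.67), *Spon1* and *Arntl*, which were higher. The other numbers in parentheses are log2 fold changes. The *Trim* genes named, *Gvin1* and *Atp2a1* kept their calls in each fit that left out 1 library, while the others lost theirs in at least 2 of the 7. DNA of the strain in which the allele was targeted, kept around *Arntl*, is a candidate explanation: the odds ratio was 3.43 (Fisher's exact test, two-sided p = 5.29e-05), and 3.16 without muscle genes (p = 0.000318). With the genes of this window left out, no bin of about that length held more than 7 called genes. The bins were fixed and did not overlap, so windows at other offsets were not counted. The number of genes per bin was not allowed for. The files hold no reads, so strain variants were not examined. For the opposite changes of the *Trim* genes, reads shared between paralogs cannot be told apart from changed expression. The summed level of the 15 *Trim* genes in the window had a log2 ratio of -0.138, and that of 10 neighbouring ones, chosen after seeing the data, -1.06. For *Trim34a* and *Trim34b* alone, which moved in opposite directions, the log2 ratio of the sum was -1.21, so the sum of that pair was not kept. Reads placed at several genes are lost in such counting, so such sums need not be kept. An effect of the missing protein on these genes was not tested.

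Outside that window, and apart from the clock gene *Npas2*, the largest rises were those of *Igfbpl1* (log2 fold change 6.05), *C2cd4b* (5.23), *Tbx10* (4.57), *Slc5a8* (4.57), *Spon2* (4.54), *Scube3* (2.62), *Fabp7* (2.47) and *Sctr* (2.46). The largest falls were those of *Myoc* (-3.84), *Xirp2* (-3.80), *Nat8* (-3.63) and *Gkn3* (-3.60). The text of the paper does not discuss these genes. Each had 3 values beyond the 4 WT values. All 8 rises kept their call in each fit that left out 1 library, while the 4 falls did not. A genotype effect, the origin of the mice and a difference in the tissue sampled all remain open for them, and none was tested gene by gene.

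*Ptprc* moved in opposite directions in females and males. In females the mean log2 level was higher by 0.197 in the libraries labelled *Bmal1*-/-, with 55.0 and 61.5 CPM against 51.5 and 50.0. In males it was lower, with 53.1 against at least 62.9 CPM. The difference was not tested for this gene alone. Over all genes, the calls for the genotype by sex term differed between edgeR and DESeq2, as given below. That term rests on the single male library labelled *Bmal1*-/-, and 1 of the WT males is replicate 3, so no explanation was weighed further.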

How the results depend on the processing

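The 247 called genes kept their sign in every alternative that tested them (246 with a mean count of at least 10), and all 43 genes of Fig. 6g stayed negative in each. All 247 were called again with DESeq2, with and without its prior, and without WT replicate 3. Limma-voom, RLE size factors, upper-quartile normalization and both low count filters kept the counts of lower and higher genes within 1.5 times, at 115 to 143 and 85 to 108. With sex as a covariate they were 105 and 69, and 5 genes of Fig. 6g were called.

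DESeq2 gave more calls: 922 lower and 573 higher genes, 689 and 261 beyond 0.5, and 43 genes of Fig. 6g. With the fold change prior these were 876, 574, 600, 231 and 43. On simulated data with 200 changed genes its share of false calls was larger too, with 58 false calls. That share depends on how many genes truly change, so it does not give the share of false calls in these libraries. The cause of the gap between the tests on these libraries was not tested. The genotype by sex term called 136 genes with DESeq2, and 0 with edgeR, a filter at a mean count of 10 or RLE size factors, with 1933 to 1943 genes at an unadjusted p under 0.05.

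Across the 7 fits that each left out 1 library, lower genes ran from 27 to 439, higher from 30 to 291, and those beyond 0.5 from 27 to 334 and from 30 to 163. The fewest came without *Bmal1*-/- replicate 1 and the most without WT replicate 3. Genes of Fig. 6g ran from 0, without *Bmal1*-/- replicate 3, where 41 had an unadjusted p under 0.05, to 24, without WT replicate 3. List medians ran from -0.50 to -0.16 for macrophages, -0.74 to -0.21 for chemokines and cytokines, -0.28 to -0.070 for extracellular matrix and -0.20 to 0.0086 for microglia. Lists called ran from 19 to 24. *Ptprc* (-0.18 to 0.044) and the list oligodendrocyte (-0.038 to 0.15) changed sign: *Ptprc* without WT replicate 3, the list oligodendrocyte without *Bmal1*-/- replicate 2 (-0.038) or WT replicate 1 (-0.0301), and the list microglia without WT replicate 4 (0.0086). The cause was not tested.

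For lists, the estimated correlation called 0 (2 at an unadjusted p under 0.05), fry 3 and over-representation 7. These tests leave the medians as they are: EC -0.45, macrophages -0.43, chemokines and cytokines -0.52, S phase -0.70, G2/M -0.87, extracellular matrix -0.18 and circadian clock 0.078, called by camera but by neither of the first 2. Over-representation called the circadian clock list. Without a filter that list's median was 0.070 and it was not called. The causes were not tested.

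A block for replicate number called 0 genes in each count above, with 1590 genes at an unadjusted p under 0.05. The numbers do not pair the libraries: the correlation of each pair was -0.174, 0.183 and -0.295. The block costs power, so its 0 calls are not evidence against the calls made without it. With it, the astrocyte median was 0.46 and the list was called, and the median of the list microglia was 0.00956.

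Of 1264 comparisons of named genes over alternatives, 1028 kept direction and side of the threshold, 183 lost and 52 gained a call and 1 reversed. For lists they were 264, 41, 8 and 2 of 315, which cover 21 lists in each alternative and not all lists tested. These counts leave out the calls that the macrophage and the chemokine and cytokine lists lost without WT replicate 3. They also leave out the sign change of the microglia list without WT replicate 4.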

Differences from the paper's values

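The paper's count of lower genes is 874, against 144 here, and its count of higher genes is 578, against 103. With DESeq2, the tool the paper names, they were 922 and 573, and with DESeq2's fold change prior 876 and 574. None of the other alternatives set before the data were examined came within 1.5 times of the paper's counts. The paper's count of lower genes of the disruption module is 43, against 10 here and 43 with both DESeq2 alternatives, and no other alternative closed that gap.

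The log2 fold changes of 17 of 39 named genes differed from the paper's in Table S1 by more than the larger standard error (the paper's error is a standard error). The paper's value was 2.27 for *Npas2*, against 2.62 here, -1.73 for *Hbb-bt*, against -3.31, -1.34 for *Adamts8*, against -1.78, -0.95 for *Ptgis*, against -1.83, -1.03 for *Slco2a1*, against -1.83, and -1.20 for *Hbb-bs*, against -2.33. Among the alternatives set before the data were examined, DESeq2 with the fold change prior closed these gaps and no other did.

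For the other genes that alternative and some others closed the gap, meaning that the difference was within the larger standard error. In some this came from a larger standard error and not from a closer value. Examples are *Ckap2* with the block (-1.435) and *Aebp1* without WT replicate 4 (-1.321). The paper's value for *Nr1d1* was -2.28, against -2.51 (also without *Bmal1*-/- replicate 1 or 2). For *Nr1d2* it was -2.41, against -2.68 (also without *Bmal1*-/- replicate 1). For *Per3* it was -1.96, against -2.21 (also with the replicate block or without WT replicate 4). For *Dbp* it was -1.63, against -1.85 (also with the block or without *Bmal1*-/- replicate 2 or WT replicate 4). For *Ccl2* it was -0.90, against -1.60 (also without WT replicate 3). For *Aplnr* it was -1.47, against -1.81 (also without *Bmal1*-/- replicate 2 or 3 or WT replicate 3). For *Slc7a11* it was -1.20, against -1.57 (also without *Bmal1*-/- replicate 1 or 3 or WT replicate 1). For *Ckap2* it was -1.15, against -1.43 (also with sex, the block, or without *Bmal1*-/- replicate 3 or WT replicate 3). For *Lum* it was -0.98, against -1.47 (also without *Bmal1*-/- replicate 1 or 3 or WT replicate 3). For *Aebp1* it was -1.09, against -1.31 (also with DESeq2's default or without *Bmal1*-/- replicate 1 or 3 or WT replicate 2, 3 or 4). For *Ptgs2* it was -0.90, against -1.14, and every alternative closed it except upper-quartile normalization, both low count filters and the fits without *Bmal1*-/- replicate 1 or WT replicate 1 or 2.

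The paper reports lower *Nos3*, which was lower here (-0.74) but was called in none of the 16 alternatives. *Ptgs2*, *Ccl2*, *Ptgis* and *Slco2a1*, which the paper reports as lower, were not called by edgeR with all 7 libraries and were called with both DESeq2 alternatives. *Ptgs2* and *Ccl2* were also called without WT replicate 3, and *Ptgis* and *Slco2a1* without *Bmal1*-/- replicate 2. *Cry2*, *Per1*, *Per2*, *Mki67*, *Top2a*, *Cdk1*, *Ccna2*, *Tnc*, *Timp1*, *Lum*, *Cd44*, *Gfap* and *Hbb-bs*, which Table S1 lists, were likewise not called by edgeR with all 7 libraries and were called with both DESeq2 alternatives. Of these, *Cry2*, *Per2*, *Top2a*, *Cdk1*, *Tnc* and *Hbb-bs* were also called without WT replicate 3, and no other alternative called any of them. The paper finds mostly lower OPC genes in a published list, while the marker list here, which holds no cell cycle genes, was higher (0.18).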

Other observations

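The tests of other splits for the count of all called genes, of sex, of fibroblasts and of microglia and macrophages were set before the results they measure were seen, and the other tests in this part after.

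Of the 35 splits of the 7 libraries into 3 and 4, 1, the real one, gave as many called genes as the 247. The same held for the lower genes, the higher genes and the calls of DESeq2 (1 of 35 each). For the genes of Fig. 6g the count was also 1 of 35, but the study chose them on the real split of these libraries, so that count decides nothing. The other splits gave at most 3 calls with edgeR and at most 775 with DESeq2. For gene lists 5 of the 35 splits called at least 23 with camera, the real one included, so the number of lists called is not beyond what other splits give. Their median was 17.5.

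Sex as the whole cause of the called genes is argued against: 174 were called with sex as a covariate, and 7 of the 247 lie on X and 0 on Y. A trend with GC content and length as the whole cause is argued against by 274 genes called after its removal, of which 43.8% were lower against 58.3% before. A difference in library size is argued against by 253 called after every library was drawn down to the lowest total. An effect of genotype, the origin of the mice and differences in the cells present remain open for these genes. Origin was not tested, since the WT littermate is not identified.

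The *Arntl* count was higher in the libraries labelled *Bmal1*-/-. A single mislabelled sample is argued against by a test that held out each library. In the clock genes called with a change of more than 2-fold without it (6 genes without *Bmal1*-/- replicate 1 and 7 in the other fits), 7 of 7 libraries lay nearer to the mean of their own group in every gene. Whether transcripts of the targeted allele are counted was not tested, since the counts are per gene.

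Schwann cell genes were lower in the libraries labelled *Bmal1*-/-, with a median of -1.28, and 2 of 10 were called, *Cdh19* and *Egr2*, named after their values were seen. More Schwann cells or nerve root tissue in some WT samples is a candidate explanation. The genes ranked the 4 WT libraries alike, with Kendall's W of 0.636 (permutation p = 1e-04, the smallest that 10000 permutations give) against a median of 0.076 in matched lists. Against an excess in only some WT samples, the list mean of each WT library (3.165 to 4.833) lay above that of each library labelled *Bmal1*-/- (2.15 to 2.884). The values therefore point both ways. A genotype effect stays open.

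Globin genes were lower, and the red cell list had a median of -2.33, or -1.79 without WT replicate 3. *Hbb-bt*, named after its value was seen, was the 1 of its 9 genes called. Fewer red cells in the cords labelled *Bmal1*-/- may explain it: *Hba-a1* fell by 2.53 and *Hbb-bs* by 2.33 on the log2 scale, and *Alas2* had -2.47. Without WT replicate 3 these were -1.95, -1.79 and -2.01. Globin paralogs share reads. Blood left after perfusion and bleeding were not told apart by any test here.

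Fewer microglia and macrophages as the cause of the lower cell cycle genes cannot be told apart from a lower rate of division. The G2/M list fell beyond the mean of the microglia and macrophage lists by a log2 difference of -0.428 (exact permutation test, two-sided p = 0.0286), but beyond each alone by -0.561 (exact p = 0.0857) and -0.295 (exact p = 0.114). Fewer fibroblasts or less meningeal tissue as the cause of the lower extracellular matrix genes cannot be told apart either. The fibroblast list differed from the mean of EC and pericyte lists by -0.976 (exact permutation test, two-sided p = 0.286), with 0.48 in *Bmal1*-/- replicate 2 and -1.91 and -1.97 in replicates 1 and 3. The spread between these 3 libraries keeps it open.

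Other lists had these medians. Neuron genes were higher by 0.55 (0.36 without WT replicate 3), and 17 of 17 rose, with 0 called and 5 at an unadjusted p under 0.05. Oligodendrocyte genes were at 0.05 (-0.04 without *Bmal1*-/- replicate 2). Neutrophil genes were at -0.62 (-0.23 without WT replicate 3), vessel hemostasis genes at -0.37 (-0.25 without WT replicate 3), antioxidant genes at -0.16 (-0.09 without WT replicate 3), collagen formation at -0.16 (-0.02 without *Bmal1*-/- replicate 3), striated muscle contraction at -0.82 (-0.36 without WT replicate 3), the clock genes at 0.15 (0.09 without WT replicate 3) and the other genes the paper names at -0.28 (-0.14 without WT replicate 3). Of these, camera called the lists for neurons, vessel hemostasis, striated muscle and the genes the paper names.

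The immunostaining and the other qPCR used other mice. For genes of those markers the RNASeq log2 fold changes were -0.45 for *Pecam1*, -0.80 for *Cd36*, -0.44 for *Icam1*, -0.25 for *Vwf*, -0.28 for *Mbp*, 0.53 for *Map2* and 0.56 for *Eno2*, and none was called in edgeR's test with all 7 libraries or in any of the 16 alternatives. Genes on the opposite strand overlap *Icam1* and *Map2*. *Gfap* (0.42) was called with both DESeq2 alternatives and no other. *Thbd* (-1.09) was called only without *Bmal1*-/- replicate 2 (-2.01). *Pecam1* was -0.18, *Cd36* -0.41, *Icam1* -0.23, *Vwf* -0.11 and *Mbp* -0.14 without WT replicate 3.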
